# Thyroidal Transcriptomic Profiles of Pathoadaptive Responses to Congenital Hypothyroidism in XB130 Knockout Mice

**DOI:** 10.3390/cells11060975

**Published:** 2022-03-12

**Authors:** Junichi Sugihara, Aaron Wong, Hiroki Shimizu, Jinbo Zhao, Hae-Ra Cho, Yingchun Wang, Samuel Refetoff, Peter Arvan, Mingyao Liu

**Keywords:** thyroid hormones, goiter, gene set enrichment analysis, mitochondrial energetics, extracellular matrix, inflammatory response

## Abstract

Congenital hypothyroidism is a genetic condition in which the thyroid gland fails to produce sufficient thyroid hormone (TH), resulting in metabolic dysfunction and growth retardation. Xb130^−/−^ mice exhibit perturbations of thyrocyte cytoskeleton and polarity, and develop postnatal transient growth retardation due to congenital hypothyroidism, leading ultimately to multinodular goiter. To determine the underlying mechanisms, we performed transcriptomic analyses on thyroid glands of mice at three age points: week 2 (W2, before visible growth retardation), W4 (at the nadir of growth); and W12 (immediately before full growth recovery). Using gene set enrichment analysis, we compared a defined set of thyroidal genes between Xb130^+/+^ and Xb130^−/−^ mice to identify differentially enriched gene clusters. At the earliest postnatal stage (W2), the thyroid glands of Xb130^−/−^ mice exhibited significantly downregulated gene clusters related to cellular metabolism, which continued to W4. Additionally, mutant thyroids at W4 and W12 showed upregulated gene clusters related to extracellular matrix, angiogenesis, and cell proliferation. At W12, despite nearly normal levels of serum TH and TSH and body size, a significantly large number of gene clusters related to inflammatory response were upregulated. Early postnatal TH deficiency may suppress cellular metabolism within the thyroid gland itself. Upregulation of genes related to extracellular matrix and angiogenesis may promote subsequent thyroid growth. Chronic inflammatory responses may contribute to the pathogenesis of multinodular goiter in later life. Some of the pathoadaptive responses of Xb130^−/−^ mice may overlap with those from other mutations causing congenital hypothyroidism.

## 1. Introduction

The thyroid gland synthesizes and releases thyroid hormone (TH), essential for promoting cellular metabolism, tissue function, and body growth. In congenital hypothyroidism, TH production by the thyroid gland is insufficient [1]. Causes of deficient TH synthesis include thyroid gland maldevelopment (dysgenesis), followed by genetic defects in TH synthesis [2,3,4]. Both thyroid gland development and the function of gene products involved in TH synthesis are critically dependent upon the development and maintenance of thyroid epithelial polarity.

Disruption of thyrocyte organization leads to various thyroid disorders [5,6]. XB130, also known as actin filament-associated protein 1-like 2 (AFAP1L2) [7], is predominantly expressed in the thyroid gland [7,8,9]. This adaptor protein, which localizes in the cytoplasm and is enriched at the apical plasma membrane, plays a crucial role in defining thyroid polarity and cytoskeletal architecture [10]. Specifically, global deletion of Xb130 in mice causes primary defects in thyroid gland development and function, including delayed folliculogenesis during embryonic and early postnatal stages, along with a reduction in thyroglobulin (Tg) release to the thyroid follicle lumen, with diminished iodination. XB130 knockout (Xb130^−/−^) mice exhibit transient postnatal growth retardation because of congenital hypothyroidism [11]. Interestingly, older Xb130^−/−^ mice develop multinodular goiter (MNG), characterized by an enlarged thyroid gland with focal degeneration resulting in nodule formation [12], indicating age-related response(s) to the genetic defects of the thyrocyte cytoskeleton, early thyroid gland development plus accompanying TH synthesis defects.

To understand these age-related compensatory changes, we performed microarray-based transcriptomic analysis of thyroid tissue collected at three different stages of postnatal development, accompanied by a bioinformatic analysis of enriched gene clusters [13,14].

## 2. Materials and Methods

### 2.1. Animals

Xb130^−/−^ mice were generated as described previously [15]. All procedures carried out in mice were approved by the Animal Use and Care Committee of the University Health Network (Toronto, ON, Canada). Mice were maintained in specific pathogen-free conditions on a 12 h light: 12 h dark cycle and fed an autoclaved laboratory chow and tap water ad libitum.

Thyroid tissue samples were collected from male mice at the ages of W2, W4, and W12. Following carbon dioxide inhalation, their thyroid glands were harvested under a surgical microscope (Leica M651, Leica Microsystems, Mannheim, Germany). Two groups (Xb130^+/+^ and Xb130^−/−^ mice) of thyroid tissue samples, consisting of four biological replicates, were prepared for each age point. The numbers of biological replicates were based on our previous experience in microarray studies with animals [16].

### 2.2. RNA Extraction and Microarray Analyses

Total RNA was extracted from the collected thyroid tissues using an RNeasy kit (Qiagen, Valencia, CA, USA). Equal amounts of RNA from each group were used for microarray. cDNA was synthesized using high-capacity cDNA reverse transcription kits (Applied Biosystems, Foster City, CA, USA). The RNA integrity number, determined by the Agilent Bioanalyzer 2100 (Agilent Technologies, Inc., Santa Clara, CA, USA), was used as a measure of the quality of the RNA. Mouse gene ST 2.0 chips (35,240 spotted genes) from Affymetrix (Santa Clara, CA, USA) were used.

Probe-level data were preprocessed, including background correction, normalization, and summarization, using robust multiarray average analysis. Data normalization was performed across all arrays using quantile normalization. The background-adjusted, normalized values were then compiled, or summarized, using the median polish technique, to generate a single measure of expression. Gene expression was centered and scaled to generate principal component analysis plots and heatmaps. Significant differentially expressed genes were selected at an FDR < 0.05. Original data are available from the Gene Expression Omnibus database (GSE197052).

### 2.3. Gene Set Enrichment Analysis

To create ranked lists for pathway analysis, genes were ranked based on a gene score. A pre-ranked gene set enrichment analysis (GSEA) was conducted on each ranked list [13]. Enriched pathways, which met the cut-off of false discovery rate (FDR) *p* < 0.001 and *p* < 0.005, were plotted together and clustered to group highly similar pathways using the EnrichmentMap and AutoAnnotate Cytoscape apps (Figure 1) [17,18].

## 3. Results

### 3.1. Transcriptomic Profiling of Thyroid Gland during Postnatal Development

Xb130^−/−^ mice exhibit transient postnatal growth retardation with a nadir at around W4, which is fully recovered by W14 (Figure 2a, upper panel). In euthyroid Xb130^+/+^ mice, serum TH levels increase rapidly after birth and peak at W2, followed by a gradual decline to a relatively constant level around W14. In contrast, the serum TH levels in hypothyroid Xb130^−/−^ mice are exceedingly low, and gradually catch up with those of Xb130^+/+^ mice around W14 (Figure 2a, mid panel). As a result, Xb130^−/−^ mice have a dramatically higher level of serum TSH than Xb130^+/+^ mice, with a peak at W2 followed by a subsequent gradual decline, although it remains higher than that of Xb130^+/+^ mice through adulthood (Figure 2a, lower panel) (see detailed data [11]). 

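RNA of whole thyroid glands from 24 male mice was measured on Affymetrix whole-transcript mouse gene arrays, with 1 array per mouse and 4 mice of each genotype at each age. Xb130-/- mice lack XB130, an adaptor protein of the cytoplasm that the gene Afap1l2 encodes, and Xb130+/+ mice are their wild-type controls. Mice are named here by the numbers of their sample labels (LH7704 to LH7727), and the labels give 3 months where the paper gives W12. The authors corrected the probe intensities for background, quantile-normalized all arrays together and summarized each probe set by median polish (robust multiarray average), so the deposited values are on a log2 scale. These values run from 2.02 to 14.03, and the array medians lie between 7.09 and 7.27. Pairs of arrays of the same group correlated with r = 0.981 to 0.995 across probe sets, which are not independent replicates, with the lowest value among the W12 Xb130-/- mice. Of 25206 probe sets, 23185 carry a gene symbol, each of a different gene, and were tested as genes, while 2021 carry none. Each gene was fitted with limma as 1 mean per group of genotype and age over all 24 arrays, and p-values were adjusted by Benjamini-Hochberg over the 23185 genes, with 0.05 as the threshold. Log2 fold changes are Xb130-/- minus Xb130+/+, with their standard error (SE) and 4 mice per genotype, and the number of arrays limits their precision. For each gene given as changed, the 4 Xb130-/- values lay completely above or below the 4 Xb130+/+ values unless an overlap is stated. For groups of genes, 46 lists of named processes and 20 lists of cell type markers were written before the data were examined and tested with camera, which compares the genes of a list with all other genes. The adjusted p-values of camera rest on a preset correlation of 0.01 between the genes of a list, and a second adjusted p is given for the correlation estimated from the data, which ranged from 0.0176 to 0.688 over the process lists with a median of 0.137. Most process lists follow the gene clusters that the paper names for these mice, so their directions are not independent evidence. The choices that could change these values are the common fit of all ages, the authors' scaling of the arrays and the preset correlation.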

To understand the adaptive responses of the thyroid gland to Xb130 deficiency and the consequent hypothyroidism, we performed microarray-based transcriptomics analyses on thyroid tissues collected at three age points: W2 (before visible growth retardation); W4 (at the nadir of growth); and W12 (immediately before full growth recovery).

Principal Component Analysis (PCA) shows distinct separation of overall gene expression profiles between thyroid glands of Xb130^−/−^ (Figure 2b; labeled in red) and Xb130^+/+^ mice (Figure 2b; labeled in blue), and among the three age points (labeled with different symbols), indicating that the deletion of Xb130 gene causes major gene expression changes in the mouse thyroid glands in an age-dependent manner (Figure 2b). 

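On the first principal component, which held 18.3% of the variance of the centered and scaled values, every Xb130-/- thyroid gland lay above every Xb130+/+ gland of its age. At W12 the scores were 34.8 ± 27.8 in Xb130-/- mice and −111 ± 14.3 in Xb130+/+ mice (SD, n = 4 each). Scores of 37.5 ± 14.2 and −37.1 ± 29.1 were found at W4, and 84.1 ± 19.9 and −8.61 ± 40.8 at W2 (SD, n = 4 each). The Xb130+/+ mean on this component thus fell with age as well. On the second component (14.1% of the variance) the Xb130+/+ mean went from −61.6 at W2 to 35.5 at W12 and the Xb130-/- mean from −27.8 to 101. This component also parted the genotypes at the later ages. The lowest Xb130-/- and the highest Xb130+/+ score were −6.20 and −40.4 at W4, and 72.6 and 49.0 at W12, so both components held age and genotype. Over all 24 arrays genotype held 15.2% of the variance of all genes, age 18.2% and their interaction 9.12% (permutation test on distances, genotype permuted within age, permutation p = 2e-05 for genotype, one-sided). Within an age, genotype held 24.4% at W2, 25.9% at W4 and 32.1% at W12, each with an exact permutation p of 0.0286, the smallest that the 35 splits of 4 mice against 4 allow. At W2 the exact permutation p was 0.0571 without LH7707, LH7709 or LH7711, with shares of 25.5%, 24.3% and 26.2%.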

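In Xb130-/- thyroid glands, 966 genes were higher and 760 lower than in Xb130+/+ glands at W2, 1178 were higher and 1009 lower at W4, and 2184 were higher and 2424 lower at W12 (adjusted p under 0.05 from limma). With each array scaled by its median, the genes changed at W2 were 818 higher and 875 lower, the genes changed at W4 978 and 1096, and the genes changed at W12 1850 and 3450, so the balance of directions depends on the scaling. Each age fitted alone gave 1038, 1207 and 3439 genes. Changes of at least 2-fold were more often increases, with 152 genes higher and 47 lower at W2, 157 and 43 at W4, and 452 and 134 at W12. The median size of a called change was 0.47 on the log2 scale at W2, 0.41 at W4 and 0.44 at W12. All 3 ages shared 505 higher and 251 lower genes, where independent lists would share 4.62 and 3.46, and 6 genes were called at all ages with unlike directions. W2 and W4 had 616 higher and 340 lower genes in common (expected 49.1 and 33.1), W4 and W12 had 836 and 517 (expected 111 and 105), and W2 and W12 had 646 and 394 (expected 91.0 and 79.5). The 4 Xb130-/- mice lay completely apart from the 4 Xb130+/+ mice for 2871 of 23185 genes at W2, 3295 at W4 and 5220 at W12, where chance would give 2.86% of genes. Tested directly with limma, the genotype difference itself changed for 526 genes from W2 to W12, 301 toward higher and 225 toward lower values. Markers of thymocytes were high in 6 Xb130-/- arrays (LH7707, LH7709 and LH7711 at W2, LH7717 at W4, LH7725 and LH7727 at W12), and without these arrays, a setting chosen after the data were seen, limma called 1515 genes at W4 (3 Xb130-/- mice left) and 2976 at W12 (2 left), while the 1 Xb130-/- mouse left at W2 gives no useful test there.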

The number of differentially expressed thyroidal genes between WT and KO increased from 1076 at W2 to 1250 at W4, and to 3565 at W12 (Figure 2c). 

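Afap1l2, the targeted gene, was lower in every Xb130-/- thyroid gland than in every Xb130+/+ gland of the same age. At W2 its log2 values were 9.603, 9.31, 9.51 and 9.35 in the Xb130-/- mice and 11.05, 10.94, 10.93 and 10.87 in the Xb130+/+ mice. The W4 glands had 8.97, 9.50, 9.07 and 9.11 in Xb130-/- mice and 10.92, 10.56, 10.79 and 10.41 in Xb130+/+ mice, and the W12 glands 9.28, 9.31, 9.43 and 9.37 and 10.64, 10.65, 10.70 and 10.80. These are log2 fold changes of −1.50 (SE 0.11), −1.51 (SE 0.11) and −1.35 (SE 0.11) (adjusted p of at most 1.13e-08 from limma). Whether the probes lie in the deleted part of the gene is not given in the sources used here. At W2 the rises that were largest among genes with complete separation of the mice included Adm2, a peptide hormone of the calcitonin family, at 3.77 (SE 0.23), Acsbg1, an acyl-CoA synthetase, at 3.06 (SE 0.27), Cyp27b1, the enzyme that activates vitamin D, at 2.98 (SE 0.24), and Gpr37, an orphan receptor, at 2.75 (SE 0.20). Dcpp2 and Dcpp1, which encode secreted proteins, rose at W2 by 3.37 (SE 0.51) and 2.54 (SE 0.46), at W4 by 6.00 (SE 0.51) and 5.14 (SE 0.46) and at W12 by 7.59 (SE 0.51) and 6.76 (SE 0.46), but they are paralogs so alike that their probes may read one another. At W12, Slc34a2, a phosphate transporter, rose by 4.58 (SE 0.27) and Bcat1, an aminotransferase of branched amino acids, by 3.78 (SE 0.24). Cckar, the receptor of cholecystokinin, was among the largest decreases at each age, with −2.23 (SE 0.23), −2.75 (SE 0.23) and −3.32 (SE 0.23), and so was Myo3b, a motor protein, with −2.68 (SE 0.16), −2.41 (SE 0.16) and −2.003 (SE 0.16). Thrsp, a thyroid hormone-induced gene of lipid synthesis, fell at W2, to −1.98 (SE 0.26), and Dpysl3, a protein of the growth cone, fell at W4, to −1.74 (SE 0.18), and at W12, to −2.23 (SE 0.18). Adm2, Acsbg1, Cyp27b1, Gpr37, Slc34a2, Bcat1 and Thrsp passed limma at all 3 ages, so values given for 1 age do not mark changes of that age alone. Among these genes the adjusted p from limma was at most 0.00105. Of the genes that Figure 2d prints, 10 of 10 up and 10 of 10 down at W2, the same numbers at W4, and 9 of 9 measured up and 10 of 10 down at W12 were called in the printed direction, which is not independent evidence because the study chose them on these mice.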

The top up- and down-regulated genes showed distinct biological functions (Figure 2d). Genes related to TH biogenesis show a normal response to TSH stimulation in hypothyroidism, including Tpo, Pendrin, Tshr, Nis, Mct8, Duox1, Duox2, Duoxa1, and Duoxa2 (Figure 3). These genes were validated by RT-qPCR [11].

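Of 8 measured genes of TH synthesis, 3 were higher in Xb130-/- thyroid glands at W2, 6 at W4 and 5 at W12 by limma, and none was lower. Adjusted over the list alone, 4 were higher at W2, 6 at W4 and 5 at W12, which is not independent evidence because the study chose the list on these mice. Slc26a4 encodes pendrin, which carries iodide into the follicle lumen, and rose by 1.32 (SE 0.12) on the log2 scale at W2, 1.01 (SE 0.12) at W4 and 1.85 (SE 0.12) at W12. Slc5a5, the sodium iodide symporter (NIS), rose by 1.74 (SE 0.21), 1.38 (SE 0.21) and 1.19 (SE 0.21), and Tshr, the TSH receptor, by 0.59 (SE 0.09), 0.39 (SE 0.09) and 0.68 (SE 0.09). Duox1 and its maturation factor Duoxa1 supply the hydrogen peroxide for iodination, and both rose at the later ages, Duox1 by 1.58 (SE 0.18) at W4 and 2.06 (SE 0.18) at W12, and Duoxa1 by 1.26 (SE 0.13) and 1.71 (SE 0.13). At W2 Duox1 had a log2 fold change of 0.47 (SE 0.18) and Duoxa1 of 0.04 (SE 0.13) (adjusted p = 0.128 and 0.918 from limma). The 4 Xb130-/- values of Duox1 lay above all 4 Xb130+/+ values at W2 (exact permutation p = 0.0286). Adjusted over the list alone Duox1 passed there (adjusted p = 0.031 from limma), so it is not shown to be unchanged at W2. The increase in Duoxa1 grew from W2 to W4 and from W2 to W12, and that of Duox1 from W2 to W12 (adjusted p = 0.0154, 2.32e-05 and 0.00117 for the change in limma). Duox2, the main oxidase of thyrocytes, had log2 fold changes of 0.13 (SE 0.11), −0.11 (SE 0.11) and 0.13 (SE 0.11), and thyroglobulin (Tg), whose signal lies near the top of the scale, had −0.07 (SE 0.04), −0.08 (SE 0.04) and −0.08 (SE 0.04) (adjusted p of at least 0.191 from limma). Yet the 4 Xb130-/- values of Tg lay below all 4 Xb130+/+ values at each age (exact permutation p = 0.0286), so Tg is not shown to be unchanged. Duoxa2 passed only at W4, at 0.40 (SE 0.12) with adjusted p = 0.0401 from limma, and this call of Duoxa2 at W4 ended without LH7712, LH7713, LH7714, LH7717, LH7718 and LH7719 (adjusted p = 0.143, 0.0796, 0.0522, 0.089, 0.095 and 0.109). As a list these genes moved up, with a list mean above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice at each age (adjusted p = 1.01e-05, 4.02e-07 and 1.09e-07 from camera, adjusted p = 0.0468, 0.0125 and 0.0123 with an estimated correlation). The values of the genotypes overlapped for Duoxa2 at W4.

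**Figure D1:**
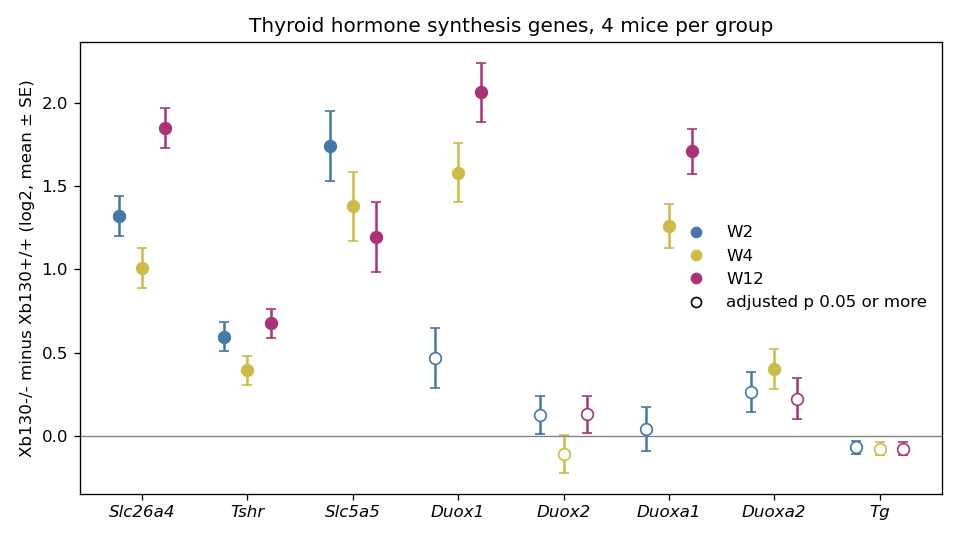
Log2 fold change (Xb130-/- minus Xb130+/+) of the 8 measured genes of TH synthesis at W2, W4 and W12, with 4 mice per group and bars for the SE, and open circles did not pass limma. Duox1 and Duoxa1 have open circles at W2 and filled circles at both later ages.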

The dynamic changes in the gene-expression profiles were further demonstrated by GSEA [13]. 

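At W2 the lists that were lower in Xb130-/- thyroid glands were mainly those of mitochondrial energy metabolism, and the lists that were higher held genes of the extracellular matrix, TSH receptor signaling and the cell cycle. The W2 cell cycle lists moved with thymocyte markers, which were high in 3 of 4 Xb130-/- mice, and with the mean of these markers as a covariate the mean log2 difference went from 0.59 (SE 0.27) to 0.32 (SE 0.23) for mitosis and from 0.22 (SE 0.14) to 0.06 (SE 0.11) for DNA replication at W2 (adjusted p = 0.149 from camera), a setting chosen after the data were seen. Of the 46 process lists, 9 were lower and 29 higher at W2, and 9 were lower and 24 higher at W4 (camera, adjusted p under 0.05). Other splits of the same mice into 4 and 4 called up to 41 lists at W2 and 39 at W4. As many as with the real split were called in 2 of 35 splits at W2 and 6 of 35 at W4, so chance cannot be excluded for these counts. With an estimated correlation, 3 lists remained higher at W2 and 4 at W4, and no list was lower by camera at either age (5 and 2 at an unadjusted p under 0.05). Another split at W2 called 11 lists in this way. The lists that remained included cAMP and TSH receptor signaling (adjusted p = 0.00454 at W2 and 0.00698 at W4) and TGF-beta signaling (adjusted p = 0.0248 and 0.00698). In the first of these lists, Adcy8, an adenylyl cyclase, rose by 1.89 (SE 0.15) on the log2 scale at W2 and 1.54 (SE 0.15) at W4, and Pde4d, a cAMP phosphodiesterase, by 1.00 (SE 0.08) and 1.03 (SE 0.08). Of its 35 measured genes, 9 rose, none fell and 26 did not pass limma (adjusted over the list alone, 13 higher and 0 lower) at W2. In the TGF-beta list, Ccn2, a matricellular target of this pathway, rose by 0.73 (SE 0.13) and 0.79 (SE 0.13), and Smad6, an inhibitor of it, by 0.57 (SE 0.10) and 0.60 (SE 0.10), and of 32 genes 9 rose, 3 fell and 20 missed the threshold of limma (14 higher and 3 lower with p adjusted over the list alone) at W2. The adjusted p from limma of these 4 genes was at most 0.00118. The genotype difference of 10 lists changed from W2 to W4, 5 toward higher and 5 toward lower values (camera), and none did with an estimated correlation (1 at an unadjusted p under 0.05) or by fry, and without LH7710 the count was 18.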

Compared with thyroid glands from Xb130^+/+^ mice, those from Xb130^−/−^ mice show enrichment of eight downregulated and two upregulated gene clusters at W2, as well as six downregulated and four upregulated gene clusters at W4. 

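At W12, 33 of the 46 process lists were higher in Xb130-/- thyroid glands and 7 were lower (camera, adjusted p under 0.05). Lists of cell division, extracellular matrix, blood vessels and immune responses were among the higher ones, and the lower ones were 6 lists of energy metabolism and the unfolded protein response. With an estimated correlation 8 lists remained higher, which were integrins, leukocyte migration, O-linked glycosylation, urokinase signaling, FRA1 and FRA2, TGF-beta, cAMP and TSH receptor signaling, and the TH synthesis genes (adjusted p of at most 0.0348), and none was lower, with 0 lists also at an unadjusted p under 0.05, while camera with the preset correlation and fry each called 7 lower (3 for camera without LH7727). Adcy8 stood at 2.55 (SE 0.15) at W12, and Nr4a1 and Dusp1, immediate-early genes that cAMP induces, rose by 1.41 (SE 0.18) and 1.38 (SE 0.13) (adjusted p of at most 9.64e-06 from limma). Tgfbi, a matrix protein that TGF-beta induces, rose by 1.94 (SE 0.10), Ccn2 by 1.05 (SE 0.13) and Eng, an endothelial co-receptor of TGF-beta, by 0.75 (SE 0.10). From W4 to W12, 23 lists changed toward higher and none toward lower values, and from W2 to W12, 26 changed toward higher values and 1, the unfolded protein response, toward lower values (camera). None of these changes passed with an estimated correlation (2 and 8 at an unadjusted p under 0.05), and fry called 0 and 7, and the count from W2 to W12 was 17 without LH7705 or without LH7725.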

The number of upregulated gene clusters increased to 47, with no downregulated clusters, at W12 (Table 1).

### 3.2. Downregulated Gene Clusters in Xb130^−/−^ Thyroid Glands at Early Postnatal Stages Are Related to Mitochondrial Energetics

Although the thyroid gland expresses TH receptors, there is a relative paucity of information about the impact of TH on the thyroid gland itself. Nevertheless, TH is a major endocrine regulator of metabolic rate, with a profound impact on mitochondria responsible for the majority of cellular ATP production, particularly on mitochondrial energetics and oxidative phosphorylation [19]. In fact, we found that most of the gene clusters downregulated at W2 and W4 in thyroid glands of Xb130^−/−^ mutant mice are related to mitochondrial energetics, including the coenzyme metabolic process (Figure 4a), as well as lipid catabolic process and fatty acid metabolism (Figure 4b), indicating reduced utilization of glucose and fatty acids for cellular metabolism. 

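The lists of coenzyme, lipid and fatty acid metabolism were lower in Xb130-/- thyroid glands at W2. In coenzyme metabolism, Acacb, which makes malonyl-CoA at mitochondria, fell to a log2 fold change of −1.24 (SE 0.22), Acss2, which activates acetate, to −1.16 (SE 0.24), and Pank1, a kinase that starts coenzyme A synthesis, to −0.74 (SE 0.17) (adjusted p of at most 0.00879 from limma). Of 49 measured genes of this list, 12 fell, 1 rose and 36 did not pass the test of limma (18 lower and 3 higher when adjusted over the list alone). Coenzyme metabolism moved down as a list, by a median log2 of −0.16, with a list mean below all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice (adjusted p = 4.17e-06 from camera, adjusted p = 0.158 with an estimated correlation). In lipid and triglyceride catabolism, Pnpla3, a protein of lipid droplets, had −1.38 (SE 0.27), Gpd1, which makes glycerol phosphate, −0.92 (SE 0.17), and Dgat2, the last enzyme of triglyceride synthesis, −0.90 (SE 0.18) (adjusted p of at most 0.00254 from limma). Despite its name this list also holds genes of triglyceride synthesis such as Dgat2, so its fall cannot be read as one of lipid breakdown alone. Of its 32 genes, 11 fell, 1 rose and 20 did not pass limma (adjusted over the list alone, 18 lower and 2 higher). Lipid and triglyceride catabolism as a list had its mean below all 4 Xb130+/+ mice in 3 of 4 Xb130-/- mice, with a median log2 fold change of −0.42 over its genes (adjusted p = 1.84e-06 from camera, adjusted p = 0.176 with an estimated correlation). In fatty acid oxidation, Hadh, a dehydrogenase of the beta-oxidation spiral, had −0.44 (SE 0.10) and Acadl, the acyl-CoA dehydrogenase of long chains, −0.51 (SE 0.14) (adjusted p = 0.00471 and 0.0256 from limma). The call of Acadl at W2 ended without LH7705, LH7706, LH7707, LH7708 or LH7709 (adjusted p = 0.0708, 0.0913, 0.0632, 0.0671 and 0.108). Of 38 genes, 16 fell, none rose and 22 missed the threshold of limma (25 lower and 0 higher with p adjusted over the list alone). Fatty acid oxidation moved down as a list, by a median log2 of −0.25, with a list mean below all 4 Xb130+/+ mice in 3 of 4 Xb130-/- mice (adjusted p = 2.69e-10 from camera, adjusted p = 0.12 with an estimated correlation). Markers of brown and white adipocytes, which accompany the gland and are rich in such genes, had a median log2 fold change of −0.56, and the marker list passed at adjusted p = 0.00108 from camera but not with an estimated correlation (adjusted p = 0.58) or by fry (adjusted p = 0.104). With the mean of adipocyte markers as a covariate, the mean log2 difference at W2 went from −0.35 (SE 0.11) to −0.12 (SE 0.04) for lipid and triglyceride catabolism, from −0.23 (SE 0.05) to −0.14 (SE 0.03) for coenzyme metabolism and from −0.25 (SE 0.06) to −0.11 (SE 0.03) for fatty acid oxidation. The values of the genotypes overlapped for Pank1 at W2, Dgat2 at W2, Hadh at W2 and Acadl at W2.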

Downregulation of gene clusters regulating the TCA cycle and dicarboxylic acid metabolism, in addition to those related to pyruvate metabolism, was also observed (Figure 4c), as well as downregulation of the electron transport chain and ATP metabolic processes that affect respiration (Figure 4d).

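At W2 camera called the lists of the TCA cycle, pyruvate metabolism and oxidative phosphorylation lower in Xb130-/- thyroid glands, while many of their single genes did not pass limma. Idh3a and Sucla2, subunits of TCA cycle enzymes, fell to log2 fold changes of −0.60 (SE 0.12) and −0.47 (SE 0.10), and Pdhb and Dlat, subunits of pyruvate dehydrogenase, to −0.53 (SE 0.09) and −0.47 (SE 0.08) (adjusted p of at most 0.00293 from limma). Of 27 TCA cycle genes, 12 fell, 2 rose and 13 did not pass the test of limma (16 lower and 2 higher when adjusted over the list alone). The TCA cycle moved down as a list, by a median log2 of −0.23, with a list mean below all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice (adjusted p = 2.82e-08 from camera, adjusted p = 0.149 with an estimated correlation). With adipocyte markers as a covariate the mean log2 difference went from −0.21 (SE 0.04) to −0.13 (SE 0.04) for the TCA cycle and from −0.18 (SE 0.05) to −0.11 (SE 0.05) for oxidative phosphorylation. In pyruvate metabolism, Me3, a mitochondrial malic enzyme, had −0.81 (SE 0.18), Pcx, which makes oxaloacetate, −0.68 (SE 0.15), and Pdk1, a kinase that restrains pyruvate dehydrogenase, −0.73 (SE 0.10) (adjusted p of at most 0.00626 from limma). Of 28 genes, 10 fell, none rose and 18 did not pass limma (adjusted over the list alone, 18 lower and 1 higher). As a list, pyruvate metabolism moved down by a median log2 of −0.20 (adjusted p = 7.06e-09 from camera, adjusted p = 0.068 with an estimated correlation), its mean lying below all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice. In oxidative phosphorylation, Ndufa10 and Ndufs1, subunits of complex I, had −0.37 (SE 0.08) and −0.36 (SE 0.08) (adjusted p of at most 0.00459 from limma). Of 67 genes, 12 fell, none rose and 55 missed the threshold of limma (30 lower and 0 higher with p adjusted over the list alone). Oxidative phosphorylation moved down as a list, by a median log2 of −0.17, with a list mean below all 4 Xb130+/+ mice in 3 of 4 Xb130-/- mice (adjusted p = 3.16e-11 from camera, adjusted p = 0.176 with an estimated correlation). Hk2, the hexokinase that starts glucose use, had −0.96 (SE 0.21) with adjusted p = 0.00567 from limma, while glycolysis as a list did not pass (median log2 −0.10, adjusted p = 0.0551 from camera).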

As with W2, the thyroid glands of Xb130^−/−^ mice at W4 showed downregulated gene-clusters of the coenzyme metabolic process (Figure 4e), TCA cycle and electron transport chain (Figure 4f), and oxidative phosphorylation (Figure 4g), all of which favors reduced cellular metabolism in the thyroid gland. Additionally, gene clusters of tRNA aminoacylation and mitochondrial translation processes were downregulated (Figure 4h). 

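The lists of coenzyme metabolism, the TCA cycle and oxidative phosphorylation were lower in Xb130-/- thyroid glands at W4 by camera, with most of their single genes not past limma. Acaca, the cytosolic acetyl-CoA carboxylase, fell to a log2 fold change of −0.70 (SE 0.15), and coenzyme metabolism had 49 measured genes, of which 11 fell, 2 rose and 36 did not pass the test of limma (15 lower and 2 higher when adjusted over the list alone). Coenzyme metabolism at W4 had a median log2 fold change of −0.13 and a list mean below all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice (adjusted p = 3.37e-05 from camera, adjusted p = 0.182 with an estimated correlation). Pdhb stood at −0.40 (SE 0.09), and of 27 TCA cycle genes 10 fell, 1 rose and 16 did not pass limma (adjusted over the list alone, 15 lower and 2 higher). The TCA cycle at W4 as a list had its mean below all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice, with a median log2 fold change of −0.21 over its genes (adjusted p = 1.96e-06 from camera, adjusted p = 0.182 with an estimated correlation). Atp5e, a subunit of ATP synthase, had −0.41 (SE 0.09), Uqcr11, a subunit of complex III, −0.40 (SE 0.10), and Ndufs1 −0.38 (SE 0.08), and of 67 genes of oxidative phosphorylation 16 fell, none rose and 51 missed the threshold of limma (30 lower and 0 higher with p adjusted over the list alone). As a list, oxidative phosphorylation at W4 moved down by a median log2 of −0.18 (adjusted p = 3.85e-12 from camera, adjusted p = 0.171 with an estimated correlation), its mean lying below all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice. The 5 genes had an adjusted p of at most 0.00868 from limma. The list of pyruvate metabolism was lower by camera as well, with Me3 at −0.89 (SE 0.18) and Ldhd, a mitochondrial lactate dehydrogenase, at −0.55 (SE 0.12) (adjusted p = 4.16e-06 from camera, adjusted p = 0.109 with an estimated correlation for the list), and so was fatty acid oxidation (adjusted p = 3.37e-05 from camera, adjusted p = 0.269 with an estimated correlation). Adipocyte markers did not pass at this age by camera (adjusted p = 0.294, median log2 −0.18). From the lower expression of these clusters during the period of low TH, the paper proposes that lack of TH reduces the metabolism of the thyroid gland itself.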

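Camera called the lists of tRNA aminoacylation and mitochondrial translation lower in Xb130-/- thyroid glands at W4, where most of their single genes did not pass limma. Ears2, the mitochondrial glutamyl-tRNA synthetase, fell to a log2 fold change of −0.39 (SE 0.07) and Eprs, which loads glutamate and proline in the cytosol, to −0.31 (SE 0.06) (adjusted p of at most 0.00129 from limma). Of 38 genes of tRNA aminoacylation, 9 fell, none rose and 29 did not pass the test of limma (15 lower and 0 higher when adjusted over the list alone). Aminoacylation of tRNA had a median log2 fold change of −0.13 and a list mean below all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice (adjusted p = 2.43e-06 from camera, adjusted p = 0.109 with an estimated correlation). Mrps28, of the small subunit of the mitochondrial ribosome, had −0.39 (SE 0.08) and Mrpl13, of the large subunit, −0.34 (SE 0.06) (adjusted p of at most 0.0028 from limma). Of 89 genes of mitochondrial translation, 12 fell, none rose and 77 did not pass limma (adjusted over the list alone, 13 lower and 0 higher). Mitochondrial translation as a list had its mean below all 4 Xb130+/+ mice in 3 of 4 Xb130-/- mice, with a median log2 fold change of −0.09 over its genes (adjusted p = 8.73e-06 from camera, adjusted p = 0.269 with an estimated correlation).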

As these processes are all associated with the biogenesis of mitochondria and mitochondrial mass, they seem compatible with the reported actions of hypothyroidism in other thyroid hormone target tissues.

### 3.3. Upregulation of Gene Clusters Related to Tissue Development in Xb130^−/−^ Thyroid Glands at W4 and W12

While downregulation of gene-clusters related to mitochondrial energetics in the thyroid glands of Xb130^−/−^ mice tend to resolve in parallel with an increase in circulating TH as a function of age, interestingly, other gene clusters become progressively upregulated through development (Figure 5). 

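At W12 lists of energy metabolism were still lower in Xb130-/- thyroid glands by camera. Of 67 genes of oxidative phosphorylation, 3 fell and none rose by limma (0 higher and 2 lower when adjusted over the list alone), among them Sdhc and Sdha, subunits of complex II, at −0.30 (SE 0.06) and −0.23 (SE 0.05). Of 38 genes of fatty acid oxidation, 8 fell, 3 rose and 27 missed the threshold of limma (18 lower and 4 higher with p adjusted over the list alone), with Acad11, an acyl-CoA dehydrogenase, at −0.41 (SE 0.08) and Hadh at −0.35 (SE 0.10). Pdk1 stood at −0.63 (SE 0.10), and Cidea, a lipid droplet protein of fat cells, at −1.51 (SE 0.41) (adjusted p of at most 0.0122 from limma for these 6 genes). The lists of oxidative phosphorylation, TCA cycle, fatty acid oxidation and pyruvate metabolism were lower by camera (adjusted p = 0.0109, 0.013, 0.0029 and 0.00235), and with an estimated correlation their adjusted p = 0.54, 0.423, 0.368 and 0.205. The change itself was tested with camera, and oxidative phosphorylation moved toward Xb130+/+ levels from W4 to W12 (adjusted p = 3.09e-04) and from W2 to W12 (adjusted p = 0.00155), as did the TCA cycle and fatty acid oxidation from W2 to W12 (adjusted p = 0.0124 and 0.016), but none of these changes passed with an estimated correlation (adjusted p of at least 0.567). Adipocyte markers were lower and skeletal muscle markers higher at W12, with median log2 fold changes of −0.68 and 1.67 (adjusted p = 5.89e-04 from camera, adjusted p = 0.466 with an estimated correlation for the first, adjusted p = 5.11e-05 from camera, adjusted p = 0.466 with an estimated correlation for the second). A covariate of the muscle marker mean was added at W12 after the data were seen. With it the mean log2 difference at W12 went from −0.09 (SE 0.05) to −0.14 (SE 0.05) for oxidative phosphorylation. That of fatty acid oxidation went from −0.18 (SE 0.06) to −0.23 (SE 0.07), so muscle may account for part of the move toward Xb130+/+ levels. Lists that moved up from W2 to W12 included chromosome segregation and mitosis, vasculature development and matrix glycoproteins and proteoglycans (adjusted p = 7.39e-08, 3.46e-09 and 0.00422 from camera), and none of the 3 changes passed with an estimated correlation (adjusted p of at least 0.207). At W12 the calls of oxidative phosphorylation and the TCA cycle ended without LH7727 (adjusted p = 0.0702 and 0.063), and with the adipocyte marker mean as a covariate the calls of oxidative phosphorylation at W12, tricarboxylic acid cycle at W12, fatty acid oxidation at W12 and pyruvate metabolism at W12 ended (adjusted p = 0.702, 0.934, 0.744 and 0.394). The values of the genotypes overlapped for Cidea at W12.

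**Figure D2:**
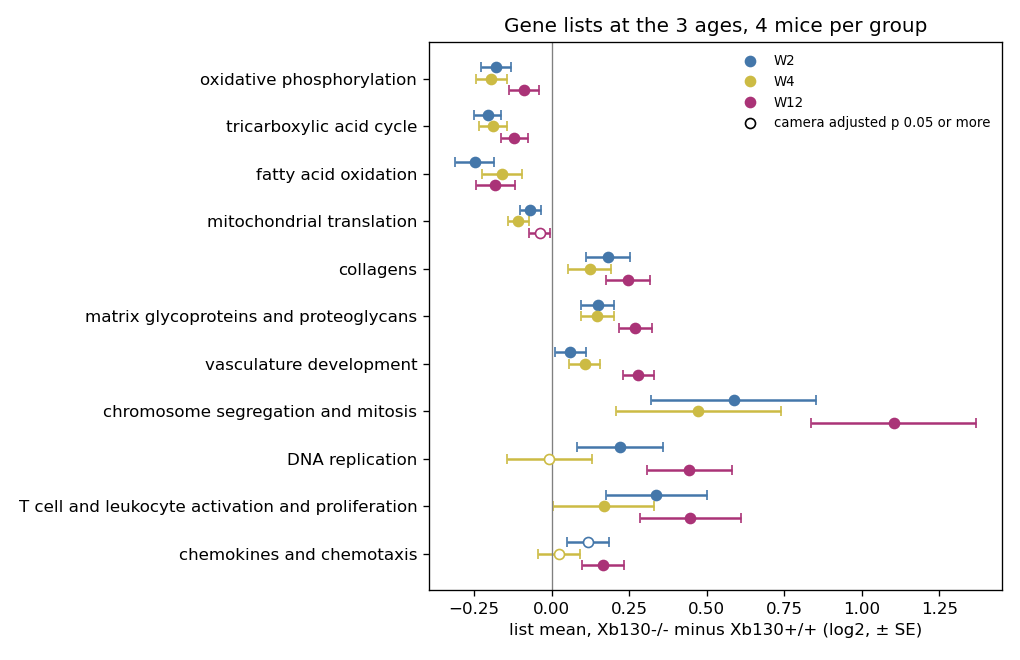
Mean log2 difference (Xb130-/- minus Xb130+/+) of the genes of selected process lists at W2, W4 and W12, with 4 mice per group and bars for the SE, where open circles did not pass camera. The energy metabolism lists lie below 0 at all ages, and the mitosis list lies highest at W12.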

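At W4, Xb130-/- thyroid glands had higher expression of single matrix and integrin genes, and camera called lists of collagen turnover, integrins, HS-GAG biosynthesis and cell junctions higher. Timp1, an inhibitor of matrix proteases, rose by 1.02 (SE 0.18) on the log2 scale and Mmp11, a matrix protease, by 0.77 (SE 0.10), and of 43 genes of collagen biosynthesis and turnover 10 rose, 2 fell and 31 did not pass the test of limma (14 higher and 2 lower when adjusted over the list alone). As a list, collagen biosynthesis and turnover moved up by a median log2 of 0.16 (adjusted p = 4.77e-06 from camera, adjusted p = 0.123 with an estimated correlation), its mean lying above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice. Of 35 collagens themselves, 4 rose, 1 fell and 30 did not pass limma (adjusted over the list alone, 5 higher and 2 lower), with Col8a1, a collagen of vessel walls, at 0.82 (SE 0.14). The collagen list passed narrowly (adjusted p = 0.0239 from camera, adjusted p = 0.493 with an estimated correlation), and the call ended by fry (adjusted p = 0.269), by pre-ranked GSEA (adjusted p = 0.242) and without LH7712, LH7713, LH7714 or LH7717 (adjusted p = 0.0674, 0.0889, 0.119 and 0.0559), and that of collagens at W4 with the adipocyte marker mean or 3 marker means as covariates (adjusted p = 0.0584 and 0.117). Itga2 and Itgb6, integrin subunits for collagen and for latent TGF-beta, rose by 1.16 (SE 0.24) and 0.90 (SE 0.20), and of 37 integrin genes 9 rose, 1 fell and 27 missed the threshold of limma (17 higher and 2 lower with p adjusted over the list alone). Integrin signaling had a median log2 fold change of 0.20 and a list mean above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice (adjusted p = 3.69e-07 from camera, adjusted p = 0.0962 with an estimated correlation). Hs3st3a1, a heparan sulfate sulfotransferase, rose by 1.66 (SE 0.13) and Gpc6, a glypican, by 1.06 (SE 0.15), and of 56 HS-GAG genes 11 rose, 5 fell and 40 did not pass the test of limma (14 higher and 5 lower when adjusted over the list alone). HS-GAG biosynthesis as a list had its mean above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice, with a median log2 fold change of 0.10 over its genes (adjusted p = 0.00251 from camera, adjusted p = 0.123 with an estimated correlation). Pkp1, a desmosome protein, rose by 2.19 (SE 0.24) and Cldn1, a tight junction protein, by 0.99 (SE 0.16), and of 53 genes of cell junction assembly 9 rose, 6 fell and 38 did not pass limma (adjusted over the list alone, 13 higher and 7 lower). This list passed at adjusted p = 0.0338 from camera (adjusted p = 0.333 with an estimated correlation) and not without LH7716 or LH7717 (adjusted p = 0.094 and 0.0556), and the call of cell junction assembly at W4 also ended under 8 other settings (adjusted p between 0.053 and 0.111). The genes given here had an adjusted p of at most 0.00428 from limma.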

At W4, processes associated with extracellular matrix (ECM), including collagen metabolic process, cell junction assembly, integrin–cell-surface interactions, and heparan sulfate/glycosaminoglycan (HS-GAG) biosynthesis, begin to become upregulated in the thyroid glands of Xb130^−/−^ mice (Figure 5a). Moreover, the thyroid glands exhibit a small number of upregulated gene clusters related to maturation of centrosomes (PLK 1 pathway) (Figure 5b) [20]. 

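At W4 few single genes of the PLK1, Aurora kinase and FOXM1 list passed, although the list moved up in Xb130-/- thyroid glands. Ninl, a protein of centrosome maturation that PLK1 regulates, rose by 0.37 (SE 0.08) on the log2 scale and Ajuba, an activator of Aurora A, by 0.46 (SE 0.10) (adjusted p = 0.00459 and 0.00581 from limma). These were the only 2 of 52 measured genes that passed limma and none fell (2 higher and 0 lower when adjusted over the list alone). As a list, the PLK1 list moved up by a median log2 of 0.19 (adjusted p = 4.92e-05 from camera, adjusted p = 0.462 with an estimated correlation), its mean lying above all 4 Xb130+/+ mice in 2 of 4 Xb130-/- mice. It was not called by fry (adjusted p = 0.195).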

Given the relationship of centrosomes as the microtubule organizing center, and the critical role of cell junctions as well as cell–ECM interactions in epithelial function, these responses appear to represent successful thyroidal compensation to overcome the defective epithelial polarity brought about by loss of XB130. The pathway known as blood coagulation and wound healing (Figure 5c) also appears to be linked to ECM structure and function.

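At W4, 13 genes of blood coagulation and wound healing were higher in Xb130-/- thyroid glands and 5 were lower. Anxa1, an annexin that limits inflammation, rose by 1.17 (SE 0.18) on the log2 scale, and Plat and Plaur, tissue plasminogen activator and the urokinase receptor, by 0.98 (SE 0.14) and 0.99 (SE 0.15) (adjusted p of at most 1.99e-04 from limma). Of 64 measured genes, 13 rose, 5 fell and 46 missed the threshold of limma (18 higher and 5 lower with p adjusted over the list alone). Blood coagulation and wound healing had a median log2 fold change of 0.19 and a list mean above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice (adjusted p = 1.52e-05 from camera, adjusted p = 0.109 with an estimated correlation). Pdgfd, a growth factor, rose by 0.78 (SE 0.10), and of 20 genes of urokinase signaling 7 rose, none fell and 13 did not pass the test of limma (7 higher and 1 lower when adjusted over the list alone). Urokinase signaling as a list had its mean above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice, with a median log2 fold change of 0.18 over its genes (adjusted p = 1.43e-05 from camera, adjusted p = 0.0962 with an estimated correlation).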

Noticeably, upregulation of these processes continued to be further elevated at W12, including organization of ECM (collagen formation and biosynthesis), integrin function (integrin-linked kinase, integrin–cell-surface interactions, integrin 2, 3, and 5 pathways), HS-GAG, O-linked glycosylation, and cell junction assembly (Figure 5d). 

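At W12 camera called lists of collagens, collagen biosynthesis, matrix glycoproteins, integrins, HS-GAG biosynthesis and O-linked glycosylation higher in Xb130-/- thyroid glands. Col4a1 and Col4a2, the collagens of basement membranes, rose by 0.77 (SE 0.17) and 0.69 (SE 0.14) on the log2 scale, and of 35 collagens 12 rose, none fell and 23 did not pass limma (adjusted over the list alone, 14 higher and 0 lower). As a list, collagens moved up by a median log2 of 0.19 (adjusted p = 1.77e-04 from camera, adjusted p = 0.217 with an estimated correlation), its mean lying above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice. Lox, which crosslinks collagen and elastin, rose by 1.24 (SE 0.20) and Timp1 by 1.39 (SE 0.18), and of 43 genes of collagen biosynthesis 14 rose, 4 fell and 25 missed the threshold of limma (14 higher and 5 lower with p adjusted over the list alone) (adjusted p = 2.15e-04 from camera, adjusted p = 0.204 with an estimated correlation for the list). Fmod, which shapes collagen fibrils, rose by 1.23 (SE 0.17) and Cilp, a cartilage matrix protein, by 1.43 (SE 0.12), and of 49 matrix glycoproteins 19 rose, 6 fell and 24 did not pass the test of limma (22 higher and 8 lower when adjusted over the list alone) (adjusted p = 1.23e-05 from camera, adjusted p = 0.157 with an estimated correlation for the list). Itga2 stood at 1.41 (SE 0.24) and Fermt1, an activator of integrins, at 0.97 (SE 0.18), and of 37 integrin genes 19 rose, none fell and 18 did not pass limma (adjusted over the list alone, 21 higher and 0 lower) (adjusted p = 3.65e-11 from camera, adjusted p = 0.0203 with an estimated correlation for the list). Hs3st3a1 stood at 1.95 (SE 0.13) and Chsy1, a chondroitin synthase, at 0.95 (SE 0.09), and of 56 HS-GAG genes 15 rose, 2 fell and 39 missed the threshold of limma (16 higher and 3 lower with p adjusted over the list alone) (adjusted p = 1.99e-04 from camera, adjusted p = 0.063 with an estimated correlation for the list). St6galnac1, a sialyltransferase, rose by 2.51 (SE 0.32), Muc4, a membrane mucin, by 2.13 (SE 0.18) and Gcnt3, which branches mucin glycans, by 1.73 (SE 0.15), and of 61 genes of O-linked glycosylation 23 rose, 4 fell and 34 did not pass the test of limma (29 higher and 7 lower when adjusted over the list alone) (adjusted p = 3.04e-10 from camera, adjusted p = 0.0123 with an estimated correlation for the list). Pkp1 reached 3.22 (SE 0.24) and Lama3, a laminin chain of hemidesmosomes, 1.10 (SE 0.14), and of 53 genes of cell junction assembly 12 rose, 4 fell and 37 did not pass limma (adjusted over the list alone, 14 higher and 6 lower) (adjusted p = 0.00695 from camera, adjusted p = 0.205 with an estimated correlation for the list). The means of these 7 lists lay above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice. The adjusted p from limma of the genes given was at most 0.00221, and with the adipocyte marker mean as a covariate the call of cell junction assembly at W12 ended (adjusted p = 0.0662). With the means of thymocyte, muscle and adipocyte markers together as covariates, a setting chosen after the data were seen, the calls of collagens at W12 and cell junction assembly at W12 ended (adjusted p = 0.169 and 0.187).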

Gene clusters related to wound healing, and cell–cell adhesion were also upregulated (Figure 5e).

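Single genes of fibrinolysis, clotting and cell adhesion were higher in Xb130-/- thyroid glands at W12. Plat reached a log2 fold change of 2.36 (SE 0.14), F5, coagulation factor V, 1.99 (SE 0.18) and Plaur 1.21 (SE 0.15) (adjusted p of at most 8.67e-06 from limma). Of 64 genes of blood coagulation and wound healing, 21 rose, 7 fell and 36 missed the threshold of limma (26 higher and 7 lower with p adjusted over the list alone). Blood coagulation and wound healing at W12 had a median log2 fold change of 0.15 and a list mean above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice (adjusted p = 6.5e-06 from camera, adjusted p = 0.0829 with an estimated correlation). Vcam1, which binds leukocytes to vessel walls, rose by 1.14 (SE 0.09), Cdh13, a cadherin of endothelium and muscle, by 1.06 (SE 0.15) and Cdh11, a cadherin of mesenchymal cells, by 0.93 (SE 0.20) (adjusted p of at most 0.00204 from limma). Of 49 genes of cell-cell adhesion, 15 rose, 3 fell and 31 did not pass the test of limma (17 higher and 5 lower when adjusted over the list alone). Cell-cell adhesion as a list had its mean above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice, with a median log2 fold change of 0.11 over its genes (adjusted p = 2.15e-04 from camera, adjusted p = 0.16 with an estimated correlation).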

Consistent with our previous observation that the thyroid glands of Xb130^−/−^ mice exhibit elevated cell proliferation and growth at W4 and W14 [11], gene clusters related to cell cycle regulation, such as chromatid separation, DNA replication, chromosome segregation, and mitosis, became highly upregulated at W12 (Figure 5f). 

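Most measured genes of mitosis and 25 of 62 genes of DNA replication were higher in Xb130-/- thyroid glands at W12. Ccna2 and Ccnb2, cyclins of S phase and mitosis, rose by 2.69 (SE 0.47) and 2.33 (SE 0.42) on the log2 scale, Cdk1, the kinase they activate, by 2.30 (SE 0.35) and Top2a, which untangles chromosomes, by 2.66 (SE 0.46) (adjusted p of at most 3.87e-04 from limma). Of 90 genes of chromosome segregation and mitosis, 69 rose, 1 fell and 20 did not pass limma (adjusted over the list alone, 75 higher and 1 lower). As a list, chromosome segregation and mitosis moved up by a median log2 of 1.07 (adjusted p = 2.74e-26 from camera, adjusted p = 0.173 with an estimated correlation), its mean lying above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice. Rrm2, which makes deoxynucleotides, rose by 2.56 (SE 0.49) and Pole, a replicative DNA polymerase, by 1.75 (SE 0.38) (adjusted p of at most 0.0024 from limma). Of 62 genes of DNA replication, 25 rose, 1 fell and 36 missed the threshold of limma (39 higher and 1 lower with p adjusted over the list alone). DNA replication had a median log2 fold change of 0.41 and a list mean above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice (adjusted p = 1.33e-11 from camera, adjusted p = 0.205 with an estimated correlation). With the mean of thymocyte markers as a covariate, a setting chosen after the data were seen, the mean log2 difference of DNA replication went from 0.44 (SE 0.14) to 0.24 (SE 0.12), and that of mitosis from 1.10 (SE 0.27) to 0.76 (SE 0.24). LH7725 and LH7727, the W12 Xb130-/- arrays with high thymocyte markers, had mitosis list means above the Xb130+/+ mice, and so did the other 2 Xb130-/- arrays, with 7.64 and 7.79 against at most 6.95.

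**Figure D3:**
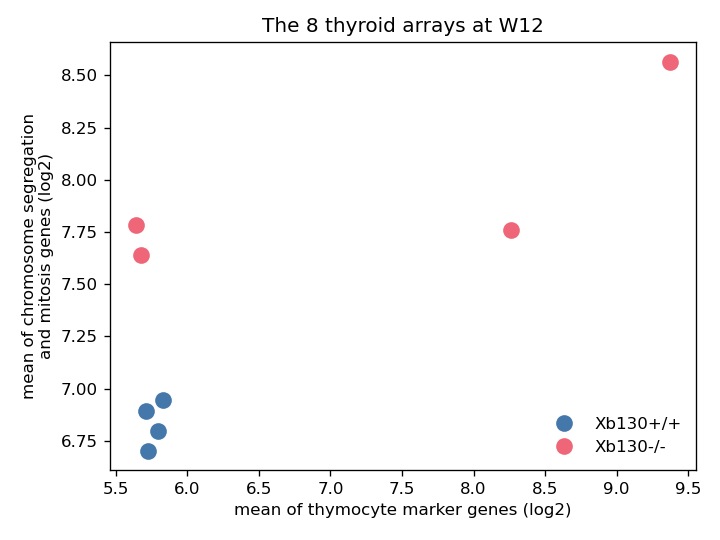
Mean log2 value of the mitosis genes of each W12 array (y axis) against its mean log2 value of thymocyte markers (x axis), with 1 point per mouse and 4 mice per genotype. The Xb130-/- arrays with low thymocyte markers lie at 7.64 and 7.79 on the y axis, above all Xb130+/+ arrays.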

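At W12, Plk1 and Aurkb, kinases of centrosomes and chromosomes, rose in Xb130-/- thyroid glands by 2.16 (SE 0.43) and 1.98 (SE 0.40) on the log2 scale, and E2f8, a transcription factor of the cell cycle, by 2.02 (SE 0.43) (adjusted p of at most 0.00202 from limma). Of 52 genes of PLK1, Aurora kinase and FOXM1 signaling, 27 rose, 1 fell and 24 did not pass the test of limma (35 higher and 1 lower when adjusted over the list alone) (adjusted p = 3.42e-12 from camera, adjusted p = 0.196 with an estimated correlation for the list). Of 46 E2F targets, 26 rose, 1 fell and 19 did not pass limma (adjusted over the list alone, 35 higher and 1 lower) (adjusted p = 6.36e-12 from camera, adjusted p = 0.205 with an estimated correlation for the list). Of 31 genes of the ATR pathway, which guards replicating DNA, 12 rose, none fell and 19 missed the threshold of limma (14 higher and 1 lower with p adjusted over the list alone) (adjusted p = 2.09e-06 from camera, adjusted p = 0.215 with an estimated correlation for the list). Atf3 and Fosb, AP-1 transcription factors like FRA1 and FRA2, rose by 1.39 (SE 0.22) and 0.82 (SE 0.21) (adjusted p of at most 0.00773 from limma). Of 28 genes of the FRA1 and FRA2 pathway, 13 rose, 1 fell and 14 did not pass the test of limma (15 higher and 2 lower when adjusted over the list alone) (adjusted p = 9.79e-08 from camera, adjusted p = 0.0307 with an estimated correlation for the list). For each of these 4 lists the mean lay above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice.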

Upregulation of processes related to cell-cycle regulations (FOXM1, E2F, FRA1/2, ATR) and maturation of centrosomes (PLK1, Aurora A, Aurora B) were also observed. Interestingly, two gene-clusters related to immune function (semaphorin interactions and TCR) showed interactions with mitosis-related gene clusters (Figure 5f). 

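Semaphorin genes changed in both directions at W12 in Xb130-/- thyroid glands, and 13 of 40 genes of antigen receptor signaling were higher. Dpysl5, a mediator of semaphorin signals, rose by 1.19 (SE 0.12) on the log2 scale, Sema6d by 1.01 (SE 0.18) and Trem2, a receptor of macrophages, by 1.02 (SE 0.13) (adjusted p of at most 3.75e-04 from limma). Of 53 genes of semaphorin interactions, 15 rose, 5 fell and 33 did not pass limma (adjusted over the list alone, 16 higher and 7 lower). Semaphorin interactions as a list had its mean above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice, with a median log2 fold change of 0.08 over its genes (adjusted p = 0.00294 from camera, adjusted p = 0.203 with an estimated correlation). By pre-ranked GSEA the semaphorin list missed the threshold (adjusted p = 0.0509), and the call of semaphorin interactions at W12 ended with the means of thymocyte, muscle and adipocyte markers as covariates, chosen after the data were seen (adjusted p = 0.181). Cd4, the co-receptor of helper T cells, rose by 2.40 (SE 0.54) and Cd72, a receptor of B cells, by 0.93 (SE 0.15) (adjusted p = 0.00326 and 1.49e-04 from limma). Of 40 genes of antigen receptor signaling, 13 rose, 1 fell and 26 missed the threshold of limma (21 higher and 1 lower with p adjusted over the list alone). As a list, antigen receptor signaling moved up by a median log2 of 0.52 (adjusted p = 7.65e-07 from camera, adjusted p = 0.205 with an estimated correlation), its mean lying above all 4 Xb130+/+ mice in 3 of 4 Xb130-/- mice. Of 12 markers of T cells, none rose, none fell and 12 did not pass the test of limma (7 higher and 0 lower when adjusted over the list alone). Markers of T cells had a median log2 fold change of 1.21, with the marker mean above all 4 Xb130+/+ mice in 2 of 4 Xb130-/- mice (adjusted p = 3.71e-04 from camera), and this call of T cell at W12 ended without the 6 arrays with high thymocyte markers, which leaves 2 Xb130-/- mice (adjusted p = 0.965), with an estimated correlation (adjusted p = 0.466) and by fry (adjusted p = 0.0713).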

Further, gene clusters in the thyroid glands of Xb130^−/−^ mice supporting angiogenesis (vasculature development, blood vessel morphogenesis), as well as cell proliferation, likely contribute to compensatory enlargement of the entire thyroid gland (i.e., a goiter comprised not only of thyrocytes but also of blood supply) stimulated by TSH, leading to increased TH production.

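Of 73 genes of vasculature development, 34 were higher in Xb130-/- thyroid glands at W12. Apln, a peptide of sprouting endothelium, rose by 1.30 (SE 0.30) on the log2 scale, Angpt2, which loosens vessels for remodeling, by 1.21 (SE 0.13), Ackr3, a chemokine receptor of endothelium, by 1.20 (SE 0.12) and Sox17, an arterial transcription factor, by 1.13 (SE 0.10) (adjusted p of at most 0.00419 from limma). Of 73 genes of vasculature development, 34 rose, 4 fell and 35 did not pass limma (adjusted over the list alone, 35 higher and 5 lower). Vasculature development had a median log2 fold change of 0.24 and a list mean above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice (adjusted p = 1.33e-11 from camera, adjusted p = 0.0752 with an estimated correlation). Markers of endothelial cells moved up too, with Plvap, a protein of fenestrated capillaries, at 0.47 (SE 0.08), and of 18 markers 12 rose, none fell and 6 missed the threshold of limma (12 higher and 0 lower with p adjusted over the list alone) (adjusted p = 8.27e-09 from camera, adjusted p = 0.209 with an estimated correlation for the marker list). Of 13 markers of smooth muscle cells and pericytes, 7 rose, none fell and 6 did not pass the test of limma (7 higher and 0 lower when adjusted over the list alone), with Pdgfrb, a pericyte receptor, at 0.65 (SE 0.11) (adjusted p = 5.11e-05 from camera, adjusted p = 0.226 with an estimated correlation for the marker list). Each of these marker means lay above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice.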

### 3.4. Elevated Inflammatory Response-Related Pathways in Xb130^−/−^ Thyroid Glands at W12

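At W12, 10 process lists of immune responses were higher in Xb130-/- thyroid glands by camera, and the mean of macrophage and monocyte markers was higher in every Xb130-/- mouse than in the Xb130+/+ mice. With an estimated correlation 1 of the 10 remained, leukocyte and neutrophil migration (adjusted p = 0.0348), and the others had an adjusted p of 0.0615 to 0.237. Cd68 and Adgre1, proteins of macrophages, rose by 0.81 (SE 0.11) and 0.71 (SE 0.11) on the log2 scale, and Ms4a7 by 0.93 (SE 0.14) (adjusted p of at most 8.65e-05 from limma). Of 16 markers of macrophages and monocytes, 11 rose, 1 fell and 4 did not pass limma (adjusted over the list alone, 11 higher and 1 lower). The macrophage and monocyte marker list as a list had its mean above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice, with a median log2 fold change of 0.51 over its genes (adjusted p = 1.67e-07 from camera, adjusted p = 0.169 with an estimated correlation). Of 10 markers of thymocytes, 1 rose, 1 fell and 8 missed the threshold of limma (7 higher and 1 lower with p adjusted over the list alone). Markers of thymocytes had a median log2 fold change of 1.72, but the marker means of the 4 Xb130-/- mice split into 9.37 in LH7725 and 8.26 in LH7727 and 5.68 and 5.65 in the other 2, under those of the Xb130+/+ mice, so the list call (adjusted p = 0.00747 from camera) ended without LH7725 (adjusted p = 0.179), with an estimated correlation (adjusted p = 0.525), by fry (adjusted p = 0.12) and by pre-ranked GSEA (adjusted p = 0.122). Markers of B cells and neutrophils did not pass camera (adjusted p = 0.238 and 0.558). Antigen processing and MHC class II genes moved up, with Ctss, a protease of antigen processing, at 0.80 (SE 0.13) and H2-Oa, which tunes peptide loading, at 0.99 (SE 0.13), and of 37 genes 21 rose, none fell and 16 did not pass the test of limma (26 higher and 0 lower when adjusted over the list alone) (adjusted p = 6.38e-12 from camera, adjusted p = 0.0615 with an estimated correlation for the list).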

Interestingly, many gene clusters related to inflammatory responses were found to be upregulated in the thyroid glands of Xb130^−/−^ mice at W12 (Figure 6), a time when the serum TH and TSH levels in the circulation are nearly normal (Figure 2a). These included negative regulation of immune response, antigen receptor-mediated signaling, regulation of adaptive immune response, and regulation of inflammatory response (Figure 6a), in addition to elevated activation and proliferation of T cells and leukocytes (Figure 6b). 

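Single genes that restrain and single genes that drive the immune response were higher in Xb130-/- thyroid glands at W12. Il10ra, the receptor of an inhibitory cytokine, rose by 1.13 (SE 0.12) on the log2 scale, Cd55, which limits complement, by 0.75 (SE 0.12) and Ptpn22, a phosphatase that dampens T cell signals, by 0.74 (SE 0.12) (adjusted p of at most 8.79e-05 from limma). Of 49 genes of negative regulation of the immune response, 19 rose, none fell and 30 did not pass limma (adjusted over the list alone, 20 higher and 0 lower). As a list, negative regulation of the immune response moved up by a median log2 of 0.20 (adjusted p = 7.18e-07 from camera, adjusted p = 0.0752 with an estimated correlation), its mean lying above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice. Ikzf1, a transcription factor of lymphocytes, rose by 1.81 (SE 0.28) and Slamf6, a receptor of T cells, by 2.19 (SE 0.62) (adjusted p = 8.65e-05 and 0.015 from limma). The call of Slamf6 at W12 ended without LH7725 or LH7727 (adjusted p = 0.0667 and 0.0505). Of 58 genes of T cell and leukocyte activation and proliferation, 19 rose, 3 fell and 36 missed the threshold of limma (28 higher and 3 lower with p adjusted over the list alone). T cell and leukocyte activation had a median log2 fold change of 0.39 and a list mean above all 4 Xb130+/+ mice in 3 of 4 Xb130-/- mice (adjusted p = 2.09e-06 from camera, adjusted p = 0.217 with an estimated correlation). The mean of thymocyte markers was 9.37 in LH7725 and 8.26 in LH7727 against 5.68 and 5.65 in the other 2 Xb130-/- mice. Of 31 genes of Fc-epsilon receptor signaling, which mast cells use, 9 rose, 2 fell and 20 did not pass the test of limma (9 higher and 2 lower when adjusted over the list alone) (adjusted p = 0.0167 from camera, adjusted p = 0.205 with an estimated correlation for the list, adjusted p = 0.0647 without LH7725).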

Our analysis also showed upregulation of gene clusters related to the regulation of cytokine production, especially interferon-gamma and IL-1 (Figure 6c). Furthermore, processes of leukocyte and neutrophil migration and cell chemotaxis were upregulated (Figure 6d). These results indicate that even though the hypothyroidism in Xb130^−/−^ mice is almost fully recovered by W12 through TSH-related compensatory growth of the thyroid gland, the gland remains abnormal, as chronic inflammation persists, which may contribute to the MNG formation at later stages of life [12].

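Single genes of cytokine regulation and of interferon-gamma and IL-1 signaling were higher in Xb130-/- thyroid glands at W12, while most genes of these lists did not pass limma. Tnfsf11, the cytokine RANKL, rose by 1.72 (SE 0.18) on the log2 scale, Card9, an adaptor of cytokine production in myeloid cells, by 1.43 (SE 0.21) and Bmp6, a growth factor, by 1.12 (SE 0.14) (adjusted p of at most 3.7e-05 from limma). Of 56 genes of cytokine regulation, 13 rose, 5 fell and 38 did not pass limma (adjusted over the list alone, 13 higher and 5 lower). Cytokine regulation as a list had its mean above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice, with a median log2 fold change of 0.06 over its genes (adjusted p = 0.00673 from camera, adjusted p = 0.205 with an estimated correlation). Cxcl10, a chemokine that interferon-gamma induces, rose by 0.96 (SE 0.16) and Socs1, which restrains interferon signals, by 0.59 (SE 0.13) (adjusted p of at most 0.00261 from limma). Of 42 genes of interferon-gamma production and signaling, 9 rose, 1 fell and 32 missed the threshold of limma (15 higher and 1 lower with p adjusted over the list alone). As a list, interferon-gamma production and signaling moved up by a median log2 of 0.18 (adjusted p = 0.00142 from camera, adjusted p = 0.205 with an estimated correlation), its mean lying above all 4 Xb130+/+ mice in 3 of 4 Xb130-/- mice. Il1a and Il1b, the agonists of the IL-1 receptor, rose by 1.49 (SE 0.16) and 0.99 (SE 0.26) (adjusted p of at most 0.00875 from limma). Of 43 genes of IL-1 production and signaling, 11 rose, 3 fell and 29 did not pass the test of limma (13 higher and 4 lower when adjusted over the list alone). IL-1 production and signaling had a median log2 fold change of 0.12 and a list mean above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice (adjusted p = 0.00131 from camera, adjusted p = 0.157 with an estimated correlation).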

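Most genes of leukocyte migration were higher in Xb130-/- thyroid glands at W12, while chemokine genes were more mixed. Trem1, an activating receptor of neutrophils and monocytes, rose by 1.68 (SE 0.20) on the log2 scale and Lbp, which presents bacterial lipid to them, by 1.25 (SE 0.11) (adjusted p of at most 2.74e-06 from limma). Of 52 genes of leukocyte and neutrophil migration, 32 rose, 1 fell and 19 did not pass limma (adjusted over the list alone, 33 higher and 3 lower). Leukocyte and neutrophil migration as a list had its mean above all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice, with a median log2 fold change of 0.38 over its genes (adjusted p = 4.05e-12 from camera, adjusted p = 0.0348 with an estimated correlation). Ccl5, a chemokine for T cells, rose by 1.18 (SE 0.24) and Cxcr4, a homing receptor of leukocytes, by 1.02 (SE 0.21) (adjusted p of at most 0.00115 from limma). Of 54 genes of chemokines and chemotaxis, 11 rose, 5 fell and 38 missed the threshold of limma (12 higher and 5 lower with p adjusted over the list alone). As a list, the chemokine list moved up by a median log2 of 0.08 (adjusted p = 0.0211 from camera, adjusted p = 0.237 with an estimated correlation), its mean lying above all 4 Xb130+/+ mice in 3 of 4 Xb130-/- mice. The call ended without LH7724 or LH7725 (adjusted p = 0.0534 and 0.0812). It was also not called by fry (adjusted p = 0.0709), by pre-ranked GSEA (adjusted p = 0.0987) or without the 6 arrays with high thymocyte markers, which leaves 2 Xb130-/- mice (adjusted p = 0.195).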

## 4. Discussion

In this study, our transcriptomic analyses revealed dynamic changes in the thyroid glands of mice adapting to Xb130 deficiency. At early postnatal stages, while congenital hypothyroidism delays the growth of the whole body, the thyroid gland suffers from impaired cellular metabolism that seems to suggest the effect of insufficient TH on the thyroid gland itself. Subsequently, after the nadir of growth, the thyroid gland begins to enlarge under TSH stimulation with upregulated genes related to ECM, cell proliferation and angiogenesis. These data support recent studies demonstrating that thyroid gland growth is needed to help to alleviate TH deficiency in congenital hypothyroidism [21], and this can eventually help to reverse the reduction in cellular metabolism in the thyroid gland and throughout the body.

### 4.1. Effects of TH Deficiency on Cellular Metabolism in the Thyroid Glands at Early Postnatal Stages

Many studies thus far have demonstrated the metabolic effects of TH on virtually all organs in the body, including the heart, brain, and liver [22], but reports of the metabolic consequences of TH deficiency in the thyroid gland itself are scarce. The present study suggests that the reduced levels of TH production that are known to downregulate genes related to cell metabolism in other hypothyroid cell and tissue types [23,24] also bring about similar effects in the thyroid gland. Specifically, our analyses revealed downregulation of gene clusters associated with glycolysis, fatty acid and lipid metabolism, TCA cycle, and oxidative phosphorylation in the thyroid glands of Xb130^−/−^ mice at W2 and W4 (Figure 4a–g). In addition, decreased pathways of mitochondrial protein synthesis observed in their thyroid glands at W4 (Figure 4h) indicate that not only cellular respiratory capacity but also mitochondrial biogenesis is reduced in Xb130^−/−^ thyroid glands, which is consistent with reports that TH acts directly on mitochondrial protein synthesis [25,26]. Thus, given the inability of Xb130^−/−^ thyroid glands to produce enough TH for growth (Figure 2a) [11], these observations seem quite likely to reflect the consequences of TH deficiency on the thyroid gland itself.

### 4.2. Compensation for Defects in Thyroid Epithelial Polarity

Congenital hypothyroidism with dysgenesis/dyshormonogenesis may be caused by a number of monogenic defects, to which XB130 is a recently identified member [10,11]. Lack of XB130 in thyrocytes interferes with the normal crosstalk between the microtubule network and the actin cytoskeleton, leading to disturbances in thyroid epithelial polarity [10]. Thus, lack of XB130 is one of the few single gene mutations so far identified that is genetically linked to both a thyroid developmental defect (dysgenesis) and deficiency of thyroid function, as detected by diminished Tg secretion and iodination (dyshormonogenesis). We hypothesize that some of the compensation in Xb130^−/−^ mice represents a specific adaptive response to the perturbation of epithelial polarity in the thyroid gland. With this in mind, we note transcriptomic upregulation associated with ECM as early as postnatal W4 and strengthening with age, including centrosomal maturation, collagen formation and biosynthesis, integrin–cell-surface interactions, HS-GAG biosynthesis, O-linked glycosylation, cell junction assembly, and cell–cell adhesion (Figure 5). Each of these pathways appear to be part of the successful compensation of thyroid tissue architecture [27] in the setting of defective epithelial polarity brought about by loss of XB130.

### 4.3. Thyroid Gland Growth and Remodeling

The enlargement of the thyroid gland, or goiter, is an established compensatory mechanism for defective TH production, and it often occurs gradually over time. We have previously reported on compensatory growth of thyroid glands in Xb130^−/−^ mice [11], and our transcriptomic analyses of Xb130^−/−^ thyroid glands show the emergence of tissue development-related pathways at W4 (including activation of cell-cycle regulation and angiogenesis (Figure 5a–c)) that are only further enriched by W12 (Figure 5d–f). TH deficiency is known to trigger the production of TSH in the pituitary, and TSH stimulates the compensatory growth of the thyroid gland with an increase in cell proliferation. The intracellular signaling of TSH through its receptor is mediated through the cAMP pathway. XB130 is involved in cAMP-dependent potentiation of IGF-1-induced DNA synthesis in rat FRTL-5 thyroid cells [28]. Angiogenesis is essential for all tissue growth and occurs in the thyroid under goitrogenic stimulation [29,30,31]. Presumably, the stimulatory activity of TSH receptors occurs primarily on thyrocytes, which may themselves secrete factors that stimulate angiogenesis locally. Further investigation of these processes is needed to understand the underlying molecular and cellular mechanisms of compensatory enlargement and remodeling in the thyroid glands under hypothyroidism.

### 4.4. Early Hypothyroid-Triggered Inflammatory Responses in Thyroid Glands

One of the most interesting and unexpected findings in the present study is the overwhelming number of differentially regulated genes (Figure 2c) and enrichment of gene-clusters related to inflammation in the thyroid glands from Xb130^−/−^ mice at W12 (Figure 6), at an age when their serum TH and TSH levels approach closer to euthyroidism (Figure 2a) [11]. Although enlarged thyroid follicles were observed in Xb130^−/−^ mouse thyroid glands at this gestational stage using morphometric analysis, we found no obvious infiltration of leukocytes and lymphocytes in the thyroid tissue [11]. However, their thyroid glands at this age were found to have elevated expression of genes related to inflammatory response, featured by upregulated gene clusters in activation of T cells and leukocytes and neutrophil migration, which may contribute to the pathogenesis of MNG observed in aged Xb130^−/−^ mice [12].

The immune system plays a central role in tissue repair and remodeling. Upon wound injury, inflammation attempts to repair tissue damage and to restore tissue homeostasis by recruiting various immune cells to the site of injury [32,33], but chronic or uncontrolled inflammation can lead to pathological tissue remodeling or fibrosis [34]. Thus, the activation and elevation of the inflammatory response in the thyroid glands of Xb130^−/−^ mice, occurring concomitantly with enrichment of genes related to tissue remodeling (Figure 5), appears to be a pathoadaptive response. This raises important questions for future study of the underlying molecular triggers for the enhanced inflammatory response that has been observed as a common pathological characteristic exhibited in patients with thyroid disorders [35]. Despite many years of work internationally, the pathogenesis of MNG remains ill-defined. As in many disease states, there are likely to be both environmental and genetic influences. One long-term consequence of inflammation can be increased local fibrosis, and this is observed histologically in many individuals with MNG.

Even though XB130 is highly expressed in the thyroid gland [7,8,9], it is also moderately expressed in other organs. The lack of XB130 enhances lipopolysaccharide-induced septic responses and acute lung injury [36], and carcinogen-induced skin tumorigenesis that is mediated through chronic inflammation [37]. The role of XB130 in mediating inflammatory responses should be further investigated.

### 4.5. Limitations of the Present Study

In the present study, we only studied transcriptomic profiles in male Xb130^+/+^ and Xb130^−/−^ mice, as the transient postnatal growth retardation was found in both male and female Xb130^−/−^ mice [11]. We also did not see differences in MNG formation between male and female mice [12]. However, in carcinogen-induced skin tumors, the numbers of tumors were increased only in male Xb130^−/−^ mice [37]. The growth of Xb130^+/−^ mice was compatible with WT mice in both males and females [11]. However, even though the incidence of MNG in Xb130^+/−^ mice is very low, it is statistically higher than that in Xb130^−/−^ mice [12]. Moreover, in carcinogen-induced skin tumorigenesis, male Xb130^+/−^ mice showed similar increased tumor numbers to that in Xb130^−/−^ mice [37]. The effects of sex and “gene dose” could be dependent on different clinical situations and should be further studied. Furthermore, the results from the bioinformatics study should be validated with functional studies.

## 5. Conclusions

In the present study, we exploited congenitally hypothyroid Xb130^−/−^ mice to visualize dynamic changes in gene expression that occur in their thyroid gland through postnatal stages. The transcriptomic profiles observed in this study may be shared with those of thyroid dysfunction caused by other genetic mutations or functional defects. This deserves further investigation in other animal models and in humans, as such studies may lead to the discovery of pathways that promote the development of thyroid disease in adulthood, such as multinodular goiter.

## Figures and Tables

**Figure 1:**
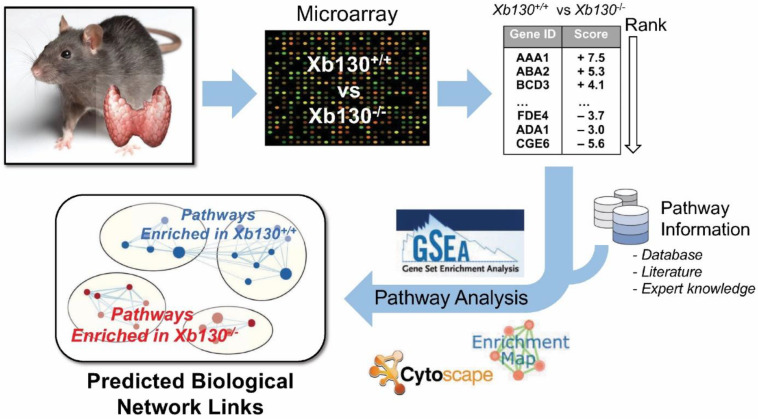
Transcriptomic profiling of gene expression in the thyroid glands of Xb130^−/−^ mice and their littermates. Gene set enrichment analysis is the major method that compares gene sets between the two different groups.

**Figure 2:**
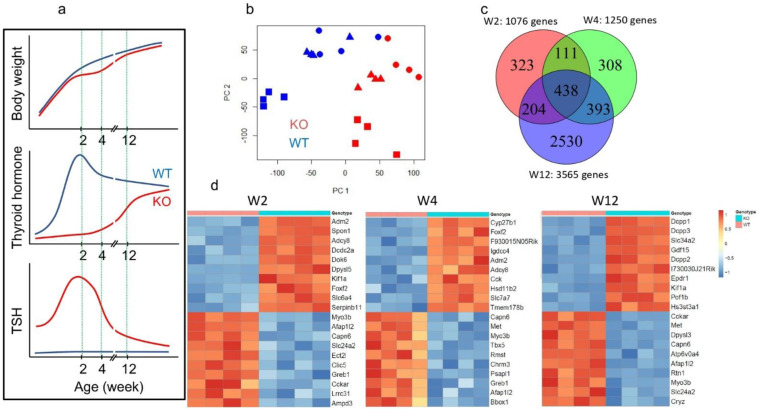
Differentially expressed genes in the thyroid glands between Xb130^+/+^ and Xb130^−/−^ mice (**a**) Transient growth retardation of Xb130^−/−^ mice due to congenital hypothyroidism and experimental design. See original data in [11]; (**b**) Principal Component Analysis (PCA) of all genes from each microarray shows distinct differences in gene expression profiles between the thyroid glands of Xb130^+/+^ and Xb130^−/−^ mice at each age point, with circles representing 2 weeks, triangles representing 4 weeks, and squares representing 12 months; (**c**) Venn diagram showing the overlap of differentially expressed genes (FDR < 0.05) among all 3 timepoints; (**d**) Heatmaps showing top 10 up- and down-regulated genes at each timepoint.

**Figure 3:**
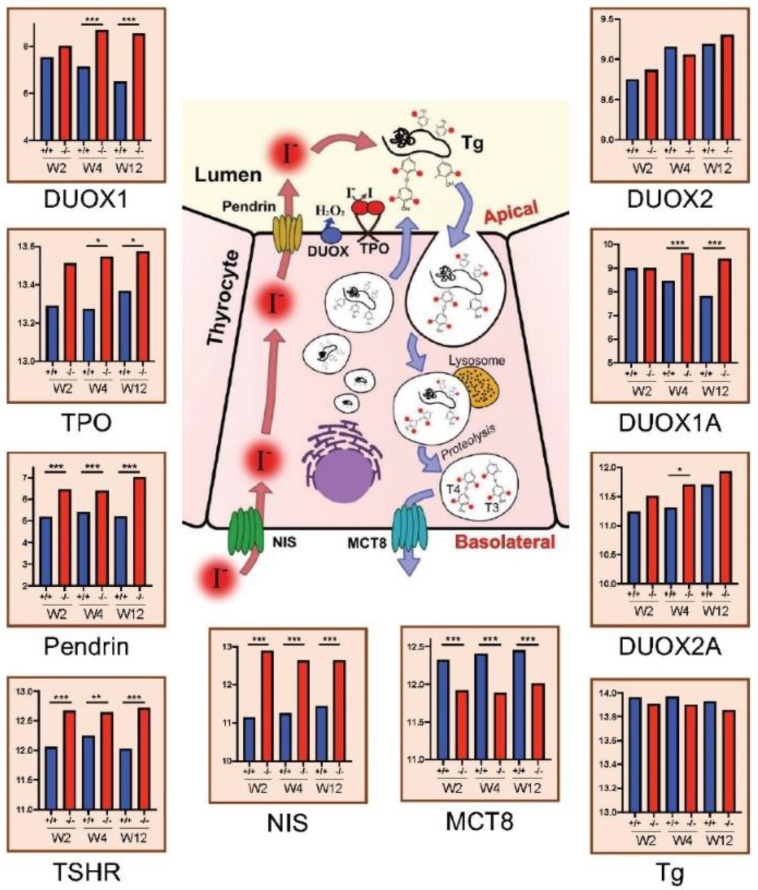
Gene expression of TH biosynthesis-related genes in thyroid glands at W2, W4 and W12 from microarray data (N = 4 in each group). Data are expressed as the Mean values. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
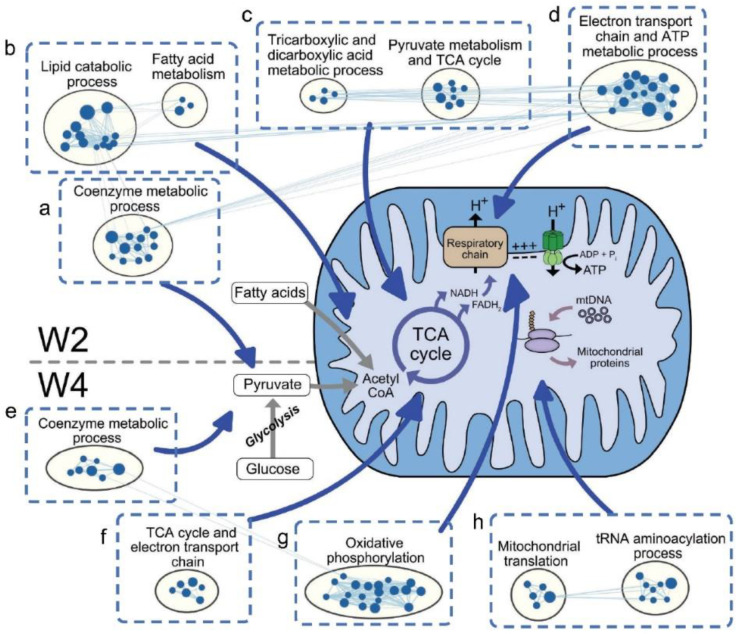
Downregulation of mitochondrial energetics-related gene clusters in thyroid glands of Xb130^−/−^ mice at W2 and W4. Enrichment results from GSEA were mapped as a network of gene sets. Blue nodes represent downregulated gene sets in Xb130^−/−^ mice.

**Figure 5:**
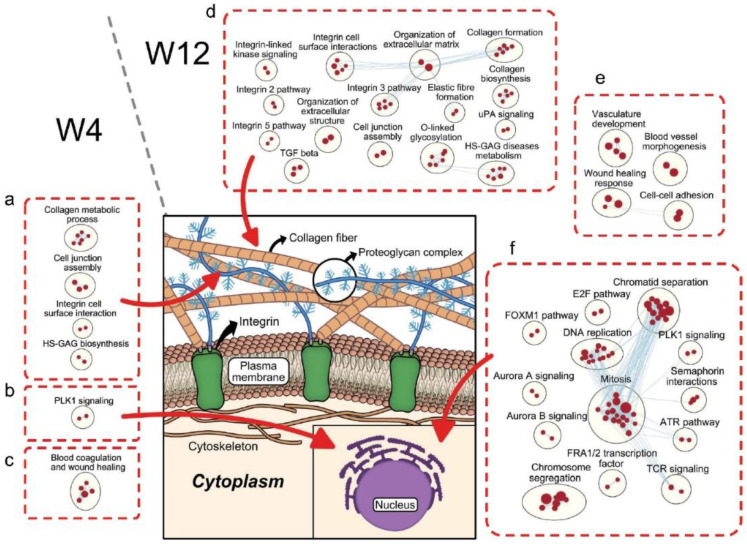
Upregulation of tissue development-related pathways in the thyroid glands of Xb130^−/−^ mice at W4 and W12. Pathways associated with extracellular matrix at W4 (**a**) and W12 (**d**). Pathways associated with cell cycle regulation at W4 (**b**) and W12 (**f**). Pathways associated with angiogenesis, blood coagulation and wound healing at W4 (**c**) and W12 (**e**). Red nodes represent upregulated gene sets in Xb130^−/−^ mice.

**Figure 6:**
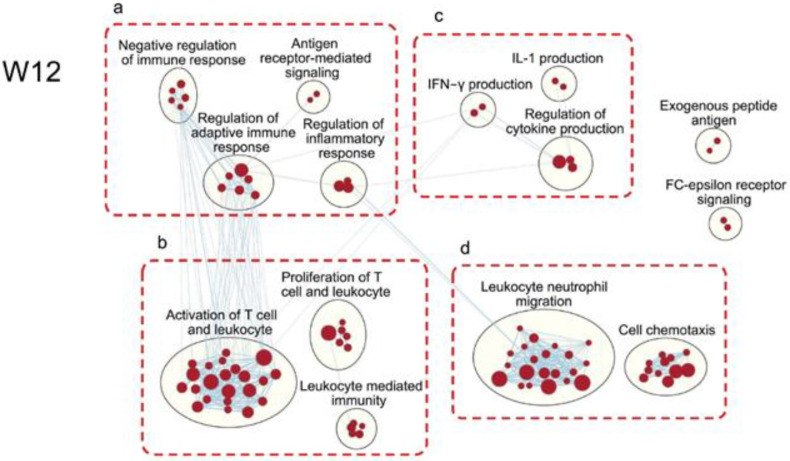
Upregulation of immune response-related pathways in the thyroid of Xb130^−/−^ mice at W12.

**Table 1:** Differentially expressed gene-set clusters in thyroid glands between Xb130^+/+^ and Xb130^−/−^ mice. Gene-set clusters enriched in Xb130^+/+^ group. Gene-set clusters enriched in Xb130^−/−^ group.

**Week 2**		
Lipid catabolic process	Fatty acid metabolism	Coenzyme metabolic process
Electron transport chain and ATP metabolic process	Tricarboxylic and dicarboxylic acid metabolic process	Pyruvate metabolism and TCA cycle
Cellular response to interferon-beta	Triglyceride metabolic process	
Signal unattached Mad2	Generation messenger molecules	
**Week 4**		
Coenzyme metabolic process	Oxidative phosphorylation	TCA cycle and electron transport chain
Mitochondrial translation	tRNA aminoacylation process	Intracellular transmembrane protein
Collagen metabolic process	Cell junction assembly	Integrin–cell-surface interaction
HS-GAG biosynthesis	PLK1 signaling	Blood coagulation and wound healing
Negative adaptive immune		
**Week 12**		
Negative regulation of immune response	Antigen receptor-mediated signaling	Regulation of adaptive immune response
Regulation of inflammatory response	Activation of T cell and leukocyte	Proliferation of T cell and leukocyte
Leukocyte mediated immunity	IFN-γ production	IL-1 production
Regulation of cytokine production	Leukocyte neutrophil migration	Cell chemotaxis
Exogenous peptide antigen	FC-epsilon receptor signaling	Integrin-linked kinase signaling
Integrin–cell-surface interactions	Integrin 2 pathway	Organization of extracellular structure
Integrin 5 pathway	TGF beta	Organization of extracellular matrix
Integrin 3 pathway	Cell junction assembly	Elastic fiber formation
O-linked glycosylation	Collagen formation	Collagen biosynthesis
uPA signaling	HS-GAG diseases metabolism	Vasculature development
Blood vessel morphogenesis	Wound healing response	Cell–cell adhesion
FOXM1 pathway	Aurora A signaling	Aurora B signaling
Chromosome segregation	E2F pathway	DNA replication
Mitosis	FRA1/2 transcription factor	Chromatid separation
PLK1 signaling	Semaphorin interactions	ATR pathway
TCR signaling		

## Data Availability

Some or all data generated or analyzed during this study are included in this published article or in the data repositories listed in References.

How the deposited data were processed for this re-analysis (not part of the article)

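Thyroid glands of 24 male mice (4 of each genotype at W2, W4 and W12) were measured on whole-transcript mouse gene arrays, 1 array per mouse. The deposited values are log2 expression values, which the authors made from the probe intensities with the R package oligo by robust multiarray average, that is background correction, quantile normalization across all 24 arrays and median polish. The sources give no version of that package. Probe sets are of a layout with 1 probe set per gene, so no choice between probe sets of a gene was needed. Probe intensities were not among the data used, so background correction could not be varied, and signal over background is not known per array. Genotype and age of each array were taken from the sample labels, which give 3 months for the oldest mice, where the paper gives W12. The labels give no batch and no pairing of mice. Gene symbols were checked against a RefSeq gene table of the mouse genome (GRCm38.p6) by gene number, and all 23185 matched.

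Everything that follows was computed from the deposited log2 values. Genes were tested with limma 3.58.1 in R 4.3.3, with 1 mean per group of genotype and age, moderated t-statistics (18 residual and 2.85 prior degrees of freedom) and Benjamini-Hochberg adjustment, and the same fit gave the tests of whether a genotype difference changed between ages. The paper gives a false discovery rate under 0.05 and names no test. Gene lists were tested with camera of limma, adjusted over the 46 process lists or the 20 marker lists of an age. Each list's genes were also adjusted as a family of their own. Shares of variance come from a permutational analysis of variance (PERMANOVA) on Euclidean distances of centered and scaled values, with 100000 permutations of genotype within age, and with all 35 splits within an age. The exact permutation test of 4 mice against 4 cannot give a two-sided p under 0.0286. An array far from the other 3 of its group was sought with Dixon's ratio of gap to range. Genes named at an age are those the paper names or prints in its Figures 2d and 3, the 10 largest increases and the 10 largest decreases among genes that passed with complete separation of the mice, and up to 4 called members of each list with the largest change in the list's direction. The genes of Figures 2d and 3 were chosen by the study on these mice.

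Alternatives for genes were each age fitted alone, a trended and robust variance model, array weights, leaving out genes with a mean under the 30th percentile, all probe sets, quantile normalization within each age, scaling by array medians, a fold change of at least 1.5, adjustment of the 3 ages together and leaving out each array in turn. For lists they were the estimated correlation, fry, pre-ranked GSEA with fgsea 1.28.0 (signed −log10 p as gene score, lists of 10 to 500 genes) and the same fits. Settings added after the data were seen are each age alone over all probe sets, leaving out the 6 arrays whose mean of thymocyte markers was more than 0.5 above every Xb130+/+ array, and the mean of thymocyte markers alone or with those of muscle and adipocytes as covariates. The adipocyte and the skeletal muscle covariate were named beforehand only as tests of the energy metabolism results at W2 and W4, and were added for all other results. The programs were tested on simulated data with independent noise and 200 changed genes per age, of which changes of 1 on the log2 scale were recovered in 86% at W2, 92% at W4 and 98% at W12, and changes of 0.5 in 60%, 64% and 58%, with 9, 15 and 10 unchanged genes among 182, 218 and 188 called. The 2021 probe sets without a gene symbol were left out of the gene tests. List members without a probe set were not analysed here.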

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

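The tests of the cell cycle lists without 6 arrays and with 3 marker means as covariates, the test of leukocyte migration and antigen presentation against thymus tissue, all settings with thymocyte markers, and the adipocyte and muscle covariates outside energy metabolism at W2 and W4 were chosen only after the result was seen. Of 210 groups of 4 arrays, 12 held an array far from the other 3, where chance gives 10.5 (about 1 group in 20). The gap to the nearest array, as a share of the range of the group, was 0.8292 for brown and white adipocyte in LH7722 (Xb130+/+, W12, 9.90 against 10.28 to 10.36), 0.891 for airway epithelium in LH7713 (Xb130-/-, W4, 7.62 against 6.32 to 6.46), 0.934 for esophagus and squamous epithelium in LH7716 (Xb130+/+, W4, 5.68 against 5.87 to 5.88), 0.847 for T cell in LH7710 (Xb130+/+, W2, 6.33 against 6.00 to 6.05), 0.884 for B cell in LH7710 (Xb130+/+, W2, 6.81 against 6.57 to 6.60) and 0.846 for macrophage and monocyte in LH7722 (Xb130+/+, W12, 8.8002 against 8.61 to 8.64). It was 0.85 for endothelial cell in LH7717 (Xb130-/-, W4, 10.64 against 10.72 to 10.73), 0.886 for smooth muscle and pericyte in LH7710 (Xb130+/+, W2, 9.95 against 9.59 to 9.63), 0.878 for nerve and Schwann cell in LH7713 (Xb130-/-, W4, 8.63 against 8.57 to 8.58), 0.87 for lipid and triglyceride catabolism in LH7711 (Xb130-/-, W2, 9.63 against 9.24 to 9.29), 0.841 for chromosome segregation and mitosis in LH7725 (Xb130-/-, W12, 8.57 against 7.64 to 7.79) and 0.926 for Duox2 in LH7711 (Xb130-/-, W2, 9.05 against 9.27 to 9.28).

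The genotype difference changed between ages for 8 genes from W2 to W4 (2 without LH7706, 5 without LH7707, 4 without LH7708, 3 without LH7709, 13 without LH7710, 4 without LH7711, 4 without LH7712, 2 without LH7713, 3 without LH7714, 2 without LH7715, 29 without LH7718 and 5 without LH7724), for 232 from W4 to W12 (138 without LH7713, 140 without LH7714, 132 without LH7715, 134 without LH7718, 118 without LH7719, 145 without LH7720, 133 without LH7721, 102 without LH7723 and 121 without LH7724) and for 526 from W2 to W12 (limma, with 1794, 3313 and 2989 genes at an unadjusted p under 0.05). Over 100 splits of the mice of each age into 2 groups of 4, the real one included, 6 of 100 splits gave as many genes from W2 to W4 (highest other split 137), so chance cannot be excluded for that count. From W4 to W12, 2 of 100 did (highest other 1443), and from W2 to W12 also 2 of 100 (highest other 1677). Splits that mix the genotypes put the genotype difference into the spread within groups, so few genes can pass in them whether or not the difference changes with age. The low counts of such splits therefore do not exclude chance for these 2 counts. The highest other counts, 1443 and 1677, each came from a split that kept the 4 Xb130-/- mice of W12 together and parted those of the other age. These splits hold the genotype difference of W12 itself, a structure of the samples, and do not test a change with age apart from it. By gene, the difference changed for Slc26a4 from W4 to W12 (adjusted p = 0.0189 from limma), Duox1 from W2 to W12 (adjusted p = 0.00117) and Duoxa1 from W2 to W4 and from W2 to W12 (adjusted p = 0.0154 and 2.32e-05). Process lists changed in 10 cases from W2 to W4 (18 without LH7710), 23 from W4 to W12 and 27 from W2 to W12 (17 without LH7705 or LH7725), and marker lists in 7, 9 and 8 cases (camera). With an estimated correlation camera called 0, 0 and 0 process lists (1, 2 and 8 at an unadjusted p under 0.05, with fry calling 0, 0 and 7) and 0, 0 and 1 marker lists (1, 2 and 4 unadjusted, with fry calling 0, 2 and 4).

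Lists that do not follow the gene clusters the paper names differed between the genotypes, and beside each stands the number of Xb130-/- mice whose list mean lay outside the range of the Xb130+/+ mice in the direction of the list. Higher at W2 were cAMP and TSH receptor signaling at W2 (median log2 0.20, 4 of 4 mice, adjusted p = 3.28e-07 from camera, adjusted p = 0.00454 with an estimated correlation, 3.09e-08 to 0.00454 over its alternatives), lysosomal proteolysis at W2 (median log2 0.06, 4 of 4 mice, adjusted p = 0.00222 from camera, adjusted p = 0.234 with an estimated correlation, 8.96e-04 to 0.234 over its alternatives), thyrocyte at W2 (median log2 0.13, 4 of 4 mice, adjusted p = 0.00113 from camera, adjusted p = 0.42 with an estimated correlation, 8.05e-05 to 0.42 over its alternatives), airway epithelium at W2 (median log2 0.16, 4 of 4 mice, adjusted p = 0.0255 from camera, adjusted p = 0.425 with an estimated correlation, 0.00152 to 0.425 over its alternatives, 0.0772 without LH7711), thymocyte at W2 (median log2 1.22, 3 of 4 mice, adjusted p = 0.028 from camera, adjusted p = 0.58 with an estimated correlation, 5.47e-04 to 0.891 over its alternatives, 0.106 without LH7707, 0.0671 without LH7708, 0.0586 without LH7709, 0.0544 without LH7711), T cell at W2 (median log2 0.87, 3 of 4 mice, adjusted p = 5.26e-04 from camera, adjusted p = 0.58 with an estimated correlation, 1.75e-06 to 0.58 over its alternatives), mast cell at W2 (median log2 0.44, 4 of 4 mice, adjusted p = 5.47e-06 from camera, adjusted p = 0.0203 with an estimated correlation, 1.79e-07 to 0.0518 over its alternatives) and fibroblast at W2 (median log2 0.25, 4 of 4 mice, adjusted p = 0.00159 from camera, adjusted p = 0.42 with an estimated correlation, 3.75e-05 to 0.42 over its alternatives). Lower at W2 were thyroid hormone-responsive genes at W2 (median log2 −0.16, 4 of 4 mice, adjusted p = 0.00371 from camera, adjusted p = 0.12 with an estimated correlation, 0.00129 to 0.12 over its alternatives), brown and white adipocyte at W2 (median log2 −0.56, 3 of 4 mice, adjusted p = 0.00108 from camera, adjusted p = 0.58 with an estimated correlation, 2.23e-08 to 0.81 over its alternatives) and B cell at W2 (median log2 −0.19, 4 of 4 mice, adjusted p = 0.0446 from camera, adjusted p = 0.425 with an estimated correlation, 0.00272 to 0.425 over its alternatives, 0.113 without LH7705, 0.171 without LH7710, 0.0772 without LH7711). The ranges of thymocyte, T cell, adipocyte and muscle markers include settings chosen on or adjusted for such markers, which decide nothing about them.

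Higher at W4 were cAMP and TSH receptor signaling at W4 (median log2 0.14, 4 of 4 mice, adjusted p = 4.31e-06 from camera, adjusted p = 0.00698 with an estimated correlation, 6.92e-07 to 0.00698 over its alternatives), lysosomal proteolysis at W4 (median log2 0.14, 4 of 4 mice, adjusted p = 5.69e-04 from camera, adjusted p = 0.183 with an estimated correlation, 1.55e-04 to 0.183 over its alternatives), macrophage and monocyte at W4 (median log2 0.31, 4 of 4 mice, adjusted p = 2.34e-05 from camera, adjusted p = 0.399 with an estimated correlation, 1.44e-06 to 0.399 over its alternatives), mast cell at W4 (median log2 0.52, 4 of 4 mice, adjusted p = 9.08e-05 from camera, adjusted p = 0.0668 with an estimated correlation, 1.22e-05 to 0.171 over its alternatives), endothelial cell at W4 (median log2 0.10, 2 of 4 mice, adjusted p = 0.00335 from camera, adjusted p = 0.71 with an estimated correlation, 6.61e-05 to 0.71 over its alternatives), fibroblast at W4 (median log2 0.13, 4 of 4 mice, adjusted p = 0.0296 from camera, adjusted p = 0.504 with an estimated correlation, 0.00869 to 0.504 over its alternatives, 0.146 without LH7713, 0.0648 without LH7716) and smooth muscle and pericyte at W4 (median log2 0.35, 3 of 4 mice, adjusted p = 9.61e-05 from camera, adjusted p = 0.399 with an estimated correlation, 7.29e-06 to 0.399 over its alternatives). Lower at W4 were unfolded protein response at W4 (median log2 −0.15, 2 of 4 mice, adjusted p = 8.21e-04 from camera, adjusted p = 0.419 with an estimated correlation, 6.16e-06 to 0.419 over its alternatives) and plasma cell at W4 (median log2 −0.41, 4 of 4 mice, adjusted p = 0.0481 from camera, adjusted p = 0.497 with an estimated correlation, 9.9e-04 to 0.497 over its alternatives, 0.0541 without LH7704, 0.0518 without LH7706, 0.0501 without LH7707, 0.0513 without LH7708, 0.0502 without LH7710, 0.052 without LH7711, 0.11 without LH7712, 0.0732 without LH7713, 0.109 without LH7715, 0.0671 without LH7716, 0.0535 without LH7722, 0.0527 without LH7726).

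Higher at W12 were cAMP and TSH receptor signaling at W12 (median log2 0.13, 4 of 4 mice, adjusted p = 4.69e-05 from camera, adjusted p = 0.0123 with an estimated correlation, 4.8e-08 to 0.0123 over its alternatives), lysosomal proteolysis at W12 (median log2 0.13, 4 of 4 mice, adjusted p = 1.1e-04 from camera, adjusted p = 0.157 with an estimated correlation, 3.04e-05 to 0.157 over its alternatives), skeletal muscle at W12 (median log2 1.67, 3 of 4 mice, adjusted p = 5.11e-05 from camera, adjusted p = 0.466 with an estimated correlation, 2.29e-08 to 0.983 over its alternatives), thymocyte at W12 (median log2 1.72, 2 of 4 mice, adjusted p = 0.00747 from camera, adjusted p = 0.525 with an estimated correlation, 1.72e-04 to 0.755 over its alternatives, 0.179 without LH7725), T cell at W12 (median log2 1.21, 2 of 4 mice, adjusted p = 3.71e-04 from camera, adjusted p = 0.466 with an estimated correlation, 1.68e-06 to 0.965 over its alternatives), macrophage and monocyte at W12 (median log2 0.51, 4 of 4 mice, adjusted p = 1.67e-07 from camera, adjusted p = 0.169 with an estimated correlation, 1.18e-08 to 0.169 over its alternatives), mast cell at W12 (median log2 0.13, 4 of 4 mice, adjusted p = 0.0034 from camera, adjusted p = 0.169 with an estimated correlation, 3.33e-04 to 0.169 over its alternatives), endothelial cell at W12 (median log2 0.33, 4 of 4 mice, adjusted p = 8.27e-09 from camera, adjusted p = 0.209 with an estimated correlation, 1.57e-10 to 0.209 over its alternatives), smooth muscle and pericyte at W12 (median log2 0.30, 4 of 4 mice, adjusted p = 5.11e-05 from camera, adjusted p = 0.226 with an estimated correlation, 6.7e-06 to 0.226 over its alternatives) and erythroid cell at W12 (median log2 1.32, 4 of 4 mice, adjusted p = 0.0245 from camera, adjusted p = 0.466 with an estimated correlation, 0.00445 to 0.466 over its alternatives, 0.0646 without LH7725). Lower at W12 were unfolded protein response at W12 (median log2 −0.24, 4 of 4 mice, adjusted p = 0.0029 from camera, adjusted p = 0.414 with an estimated correlation, 3.97e-04 to 0.414 over its alternatives), C cell at W12 (median log2 −0.64, 4 of 4 mice, adjusted p = 4.1e-05 from camera, adjusted p = 0.169 with an estimated correlation, 2.54e-07 to 0.169 over its alternatives) and brown and white adipocyte at W12 (median log2 −0.68, 3 of 4 mice, adjusted p = 5.89e-04 from camera, adjusted p = 0.466 with an estimated correlation, 3.76e-09 to 0.908 over its alternatives).

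Lower expression of mitochondrial energetics was seen as 10 list results, 5 at W2 and 5 at W4, and was weighed against less fat and less muscle in the Xb130-/- dissections. With the adipocyte marker mean as a covariate the highest adjusted p of the 10 was 0.00852 from camera, and with the skeletal muscle marker mean it was 1.45e-05 (6.2e-26 for oxidative phosphorylation at W2 to 0.269 for mitochondrial translation at W4 over all alternatives of the 10, the highest with an estimated correlation). These p-values rest on the preset correlation. With it, other splits of the mice called up to 41 process lists at W2 and 39 at W4, so the p-values alone cannot exclude either tissue. With the adipocyte covariate the mean difference at W2 went from −0.35 (SE 0.11) to −0.12 (SE 0.04) for lipid and triglyceride catabolism, from −0.25 (SE 0.06) to −0.11 (SE 0.03) for fatty acid oxidation and from −0.18 (SE 0.05) to −0.11 (SE 0.05) for oxidative phosphorylation, so a part of it may follow the amount of fat, and that of oxidative phosphorylation went from −0.19 (SE 0.05) to −0.17 (SE 0.04) at W4. The difference that remained at W4 argues against fat as the whole cause for oxidative phosphorylation at that age. At W2, Ucp1, a gene of brown adipocytes, was 12.66 in LH7711 against 10.73 to 11.69 in the other Xb130-/- mice. The lipid and triglyceride catabolism mean of LH7711 was high as well, with 9.63 against 9.24 to 9.29. A marker mean may not capture the whole amount of fat, so fat as the whole cause of the W2 differences stays open. With the muscle covariate oxidative phosphorylation stood at −0.19 (SE 0.04) at W2 and −0.21 (SE 0.04) at W4, which argues against muscle as its whole cause. A biological explanation that the design gives is thyroid hormone deficiency, strongest at W2 and least at W12, and 7 of the 10 list results changed toward Xb130+/+ values by W12 (camera), but 0 of them with an estimated correlation (0 also at an unadjusted p under 0.05), so this explanation stays open. At W12 the muscle covariate moved oxidative phosphorylation from −0.09 (SE 0.05) to −0.14 (SE 0.05). It moved lipid and triglyceride catabolism from −0.27 (SE 0.11) to −0.37 (SE 0.11), the same as −0.37 (SE 0.10) with it at W2. Muscle in the W12 dissections may thus account for part of the change toward Xb130+/+ values. The adipocyte covariate went the other way at W12, to −0.001 (SE 0.05) and 0.03 (SE 0.04) for these 2 lists.

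Higher expression of immune lists at W12 was seen in 10 lists. Macrophage and adipocyte markers moved apart by 1.24 (SE 0.29) on the log2 scale, a pair chosen for its wide gap among the marker lists compared. Adipocytes accompany the gland in amounts that can differ by dissection, so this gap does not decide a lower share of thyrocytes, which stays open. Camera, at its preset correlation, called 8 of the 10 lists with LH7725 left out, the fewest of any array, and 8 without the 6 arrays with high thymocyte markers (2 Xb130-/- mice left at W12). At this correlation other splits of the W12 mice called up to 36 process lists, so these calls alone do not exclude single arrays as the cause. For leukocyte and neutrophil migration the list mean of every Xb130-/- mouse lay above all Xb130+/+ mice, which argues against single arrays as its whole cause. Thymus or lymph node tissue in some dissections may contribute, since thymocyte markers had a median of 1.72 (T cell 1.21, B cell 0.13, macrophage 0.51), and of the 10 thymocyte markers 2 are also in the antigen receptor list and 1 in the chemokine list, and no sorting of cells would have removed such tissue. Psmb11 and Ccl25, genes of the thymic epithelium, stood at 8.79 and 9.97 in LH7725 and at 8.34 and 9.44 in LH7727. No other W12 mouse lay above 7.13 for Psmb11 or 8.06 for Ccl25. In LH7725 and LH7727 these values argue against lymph node tissue alone. Cd8b1 and Rag1, markers of developing T cells, split the Xb130-/- mice, with 11.17 and 10.46 in LH7725 and 10.60 and 9.61 in LH7727 but 6.83 and 5.24 in LH7721 and 6.12 and 4.91 in LH7723, near the Xb130+/+ means of 6.15 and 5.26. For leukocyte migration and antigen presentation, the highest adjusted p was 2.37e-09 from camera, at its preset correlation, without the 6 arrays and with the thymocyte covariate (over all alternatives 5.33e-13 to 0.0348 for leukocyte and neutrophil migration at W12 and 7.49e-13 to 0.0615 for antigen processing and MHC class II at W12). With the thymocyte covariate their mean log2 differences went from 0.45 (SE 0.07) to 0.31 (SE 0.05) and from 0.33 (SE 0.06) to 0.27 (SE 0.06). These remaining differences argue against thymus tissue alone. A change in the immune cells of the gland itself stays open. From earlier histology the paper reports no clear infiltration by leukocytes or lymphocytes at this stage.

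Higher expression of cell cycle lists at W12 was weighed against dividing thymocytes and against different amounts of thymus, muscle and fat in the dissections. From earlier work the paper reports raised proliferation and growth of Xb130-/- thyroid glands at W4 and at an age after W12. Without the 6 arrays with high thymocyte markers the mitosis list had an adjusted p of 3.94e-19 from camera, and the 2 Xb130-/- mice left, with 7.64 and 7.79 on the log2 scale, lay above every Xb130+/+ mouse (at most 6.95), which argues against dividing thymocytes as the whole cause. The mean difference of mitosis went from 1.10 (SE 0.27) to 0.76 (SE 0.24) with the thymocyte covariate and to 0.71 (SE 0.39) with all 3, and that of DNA replication from 0.44 (SE 0.14) to 0.24 (SE 0.12) and 0.26 (SE 0.18), so with all 3, where both lie under 2 SE, different amounts of the 3 tissues stay open, though camera called mitosis with the 3 covariates (adjusted p = 1.5e-11). More dividing cells in the Xb130-/- gland were not tested apart from these and stay open, and chromosome segregation and mitosis at W12 was higher in 4 of 4 mice and did not pass with an estimated correlation (adjusted p = 0.173, with a range of 7.1e-32 to 0.173 over the alternatives).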

How the results depend on the processing

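The settings with the 6 arrays left out, with the thymocyte or all 3 marker means as covariates and with each age alone over all probe sets, and the adipocyte and muscle covariates outside energy metabolism at W2 and W4, were chosen only after the result was seen. Without the 6 arrays 1 Xb130-/- mouse is left at W2, assumed to vary like the other groups, so the W2 values of this setting and those of thymocyte markers decide nothing. Of 702 calls of named genes, 693 were kept with a trended and robust variance, 686 with array weights, 697 over all probe sets, 692 with quantile normalization within ages, 684 with median scaling, 685 with the ages adjusted together, 552 with each age alone and 498 with the fold threshold, and without any 1 array 161 were lost at least once. Without the 6 arrays 479 were kept, and with the 3 covariates 415, where 2 turned in direction, Pdha1 at W12 to 0.0603 and Ppara at W12 to 0.0109 on the log2 scale. Of 135 list calls, 16 were kept with the estimated correlation, 106 by fry, 112 of 130 by pre-ranked GSEA, 125 without dim genes, 133 with each age alone, 112 without the 6 arrays and 109 with the 3 covariates. Fewer arrays and fewer degrees of freedom follow from the construction of the settings that leave out arrays or fit each age alone, and for all other changes the cause was not tested. Each age alone gives no test between ages, the mean of several probe sets could not be run because each gene has 1, and no paired analysis was possible because the labels give no shared replicate numbers. Signal over background is not known, so what it limits was not assessed.

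Genes changed at W2 numbered 1038 with each age alone, 1076 so over all probe sets, 604 at 1.5-fold, 327 without the 6 arrays, 1111 with the adipocyte covariate and 580 with 3 covariates. At W4 they numbered 1207, 1250 and 612 in the first 3 of these settings, and at W12 1493 at 1.5-fold, 2976 without the 6 arrays and 644 with 3 covariates. With median scaling the split was 818 higher and 875 lower for genes changed at W2, 978 and 1096 for genes changed at W4, and 1850 and 3450 for genes changed at W12. Genes whose difference changes from W2 to W4 numbered 51 with the ages adjusted together, and 5 with the thymocyte as with the adipocyte covariate. From W4 to W12 they numbered 153 with the thymocyte and 153 with the muscle covariate and 28 with 3 covariates. Without the 6 arrays 1 Xb130-/- mouse is left at W2, so that setting gives no useful count at W2 or of changes from W2.

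With the estimated correlation camera called 0, 0 and 0 process lists lower at W2, W4 and W12 (5, 2 and 0 at an unadjusted p under 0.05, and 9, 8 and 7 by fry), 3, 4 and 8 higher, 1, 0 and 0 marker lists (2, 2 and 4 unadjusted), and 0, 0 and 0 changes of process lists between ages (1, 2 and 8 unadjusted), where fry called 0, 0 and 7. At W2 fry called 19 lists higher and 4 marker lists, and pre-ranked GSEA 5 marker lists. Pre-ranked GSEA called 3 marker lists at W4, and at W12 the adipocyte covariate left 1 lower list, the 3 covariates 1 lower and 6 marker lists.

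Adjusted p with the estimated correlation was 0.158 for coenzyme metabolism at W2, 0.176 for lipid and triglyceride catabolism at W2, 0.12 for fatty acid oxidation at W2, 0.149 for tricarboxylic acid cycle at W2, 0.176 for oxidative phosphorylation at W2, 0.182 for coenzyme metabolism at W4, 0.182 for tricarboxylic acid cycle at W4, 0.171 for oxidative phosphorylation at W4, 0.269 for mitochondrial translation at W4, 0.109 for tRNA aminoacylation at W4, 0.493 for collagens at W4, 0.217 for collagens at W12, 0.157 for matrix glycoproteins and proteoglycans at W12, 0.0752 for vasculature development at W12, 0.173 for chromosome segregation and mitosis at W12, 0.205 for DNA replication at W12, 0.217 for T cell and leukocyte activation and proliferation at W12 and 0.237 for chemokines and chemotaxis at W12. Other settings that ended calls of collagens at W4 gave 0.0989 (without dim genes), 0.0573 (quantiles within ages), 0.269 (fry), 0.242 (pre-ranked GSEA), 0.0584 (adipocyte covariate) and 0.117 (3 covariates), of collagens at W12 0.169 (3 covariates), and of chemokines and chemotaxis at W12 0.0709 (fry), 0.0987 (pre-ranked GSEA), 0.195 (without the 6 arrays), 0.169 (thymocyte covariate) and 0.255 (3 covariates). The direction turned without the 6 arrays, with adjusted p of 0.569 for chromosome segregation and mitosis at W2, 0.0197 for DNA replication at W2, 0.232 for E2F targets at W2, 0.161 for ATR pathway at W2, 0.485 for thymocyte at W2, 0.56 for T cell at W2 and 0.755 for thymocyte at W12. In the comparison of a list with all other genes it also turned with the adipocyte covariate (mean log2 differences of −0.03 to 0.03 for the first 5), at 0.845 for coenzyme metabolism at W12, 0.392 for lipid and triglyceride catabolism at W12, 0.744 for fatty acid oxidation at W12, 0.934 for tricarboxylic acid cycle at W12, 0.702 for oxidative phosphorylation at W12 and 0.908 for brown and white adipocyte at W12, with the muscle covariate, at 0.983 for skeletal muscle at W12, and with 3 covariates, at 0.689 for coenzyme metabolism at W12, 0.751 for lipid and triglyceride catabolism at W12, 0.546 for fatty acid oxidation at W12, 0.802 for tricarboxylic acid cycle at W12 and 0.723 for skeletal muscle at W12.

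With each array left out in turn, the lowest and highest values were 1212 to 2192 for genes changed at W2, 1485 to 2305 for genes changed at W4, 3662 to 4719 for genes changed at W12, 2 to 29 for genes whose genotype difference changes from W2 to W4, 102 to 290 for genes whose genotype difference changes from W4 to W12, 378 to 597 for genes whose genotype difference changes from W2 to W12, 3 to 3 for thyroid hormone synthesis genes at W2, 5 to 6 for thyroid hormone synthesis genes at W4, 5 to 5 for thyroid hormone synthesis genes at W12, −1.56 to −1.46 for Afap1l2 at W2, −1.62 to −1.42 for Afap1l2 at W4, −1.38 to −1.31 for Afap1l2 at W12, 8 to 10 for pathway lists lower at W2, 26 to 31 for pathway lists higher at W2, 9 to 9 for pathway lists lower at W4, 20 to 29 for pathway lists higher at W4, 3 to 7 for pathway lists lower at W12, 31 to 34 for pathway lists higher at W12, 5 to 9 for cell type marker lists at W2, 4 to 7 for cell type marker lists at W4, 8 to 11 for cell type marker lists at W12, 7 to 18 for change of lists between ages, W2 to W4, 18 to 26 for change of lists between ages, W4 to W12 and 17 to 32 for change of lists between ages, W2 to W12. The adjusted p of lists and the shares of variance went from 3.15e-07 to 5.27e-04 for coenzyme metabolism at W2, 1.18e-09 to 9.94e-05 for lipid and triglyceride catabolism at W2, 1.42e-14 to 1.72e-07 for fatty acid oxidation at W2, 2.1e-11 to 1.64e-05 for tricarboxylic acid cycle at W2, 4e-17 to 1.37e-06 for oxidative phosphorylation at W2, 9.54e-06 to 5.71e-04 for coenzyme metabolism at W4, 1.19e-07 to 7.25e-05 for tricarboxylic acid cycle at W4, 8.5e-16 to 7.38e-09 for oxidative phosphorylation at W4, 3.03e-07 to 5.78e-04 for mitochondrial translation at W4, 1.09e-07 to 6.82e-05 for tRNA aminoacylation at W4, 8.14e-04 to 0.119 for collagens at W4, 6.21e-06 to 0.00357 for collagens at W12, 2.64e-06 to 7.65e-05 for matrix glycoproteins and proteoglycans at W12, 3.34e-12 to 1.48e-09 for vasculature development at W12, 1.69e-29 to 5.55e-20 for chromosome segregation and mitosis at W12, 1.59e-13 to 2.89e-07 for DNA replication at W12, 6.66e-09 to 2.93e-04 for T cell and leukocyte activation and proliferation at W12, 0.00365 to 0.0812 for chemokines and chemotaxis at W12, 15% to 16.2% for genotype share of variance in all arrays, 24.3% to 29.7% for genotype share of variance at W2, 27.1% to 30% for genotype share of variance at W4 and 32.9% to 35% for genotype share of variance at W12. Values that changed side or moved by over 1.5 times were, for genes changing from W2 to W4, 2 without LH7706, 5 without LH7707, 4 without LH7708, 3 without LH7709, 13 without LH7710, 4 without LH7711, 4 without LH7712, 2 without LH7713, 3 without LH7714, 2 without LH7715, 29 without LH7718 and 5 without LH7724, and from W4 to W12, 138 without LH7713, 140 without LH7714, 132 without LH7715, 134 without LH7718, 118 without LH7719, 145 without LH7720, 133 without LH7721, 102 without LH7723 and 121 without LH7724. Lists lower at W12 numbered 3 without LH7727 and marker lists at W2 5 without LH7711, changes of lists from W2 to W4 18 without LH7710 and from W2 to W12 17 without LH7705 or LH7725. From camera, the adjusted p of collagens at W4 was 0.0674, 0.0889, 0.119 and 0.0559 without LH7712, LH7713, LH7714 or LH7717, that of chemokines and chemotaxis at W12 0.0534 and 0.0812 without LH7724 or LH7725. The W2 share of variance had an exact permutation p of 0.0571 without LH7707, LH7709 or LH7711 (25.5%, 24.3% and 26.2%).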

Differences from the paper's values

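The setting of each age alone over all probe sets was chosen only after the result was seen. The paper gives 1076 genes changed at W2 and 1250 at W4, where 1726 and 2187 genes were found here, at the same threshold of adjusted p under 0.05. Of the alternatives set before the data were examined, each age alone gave 1038 genes at W2 and 1207 at W4, within 1.5 times the paper's counts, and the other 8 did not come within that range. With 1 array left out the W2 count came within it in 6 of 24 cases (1271 without LH7704, 1254 without LH7706, 1363 without LH7707, 1294 without LH7708, 1212 without LH7709 and 1488 without LH7711) and the W4 count in 7 of 24 (1733 without LH7712, 1839 without LH7713, 1485 without LH7714, 1763 without LH7715, 1601 without LH7716, 1629 without LH7717 and 1636 without LH7719). Each age alone over all probe sets, chosen after the values were seen, gave 1076, 1250 and 3565 genes, the paper's counts, and with it all 59 genes of Figure 2d that were measured were called at the age of print in the printed direction, as they were in the fit of all ages.

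Counts in Fig. 2c were read by eye, and the paper has about 310 genes at W4 alone where 623 were found, the paper has about 110 genes at W2 and W4 where 201 were found, the paper has about 200 genes at W2 and W12 where 306 were found, the paper has about 390 genes at W4 and W12 where 601 were found and the paper has about 440 genes at all 3 ages where 762 were found. Of the 9 alternatives, each age alone came within 1.5 times the paper's counts, with 300 at W4 alone, 105 at W2 and W4, 208 at W2 and W12, 380 at W4 and W12 and 422 at all 3 ages, and with the ages adjusted together 555 genes at W4 and W12 did too, while the others did not. Of the 24 arrays, leaving out 1 brought the count within it in 6 cases at W4 alone, 8 cases at W2 and W4, 13 cases at W2 and W12, 16 cases at W4 and W12 and 8 cases at all 3 ages. Each age alone over all probe sets, chosen after the values were seen, gave 308, 111, 204, 393 and 438 for these 5 sets.

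The mean log2 levels of Duoxa1 read by eye in Fig. 3 were about 9.0 in Xb130+/+ and about 9.0 in Xb130-/- mice at W2, about 8.4 and about 9.6 at W4, and about 9.4 in Xb130-/- mice at W12, where 9.602, 9.64, 9.04, 10.31 and 10.03 were found. The differences between the genotypes that these readings give, about 0, 1.2 and 1.6 at W2, W4 and W12, were alike, with 0.04, 1.26 and 1.71 found, and the cause of the lower levels is not known. Both scaling alternatives (quantile normalization within ages and median scaling) left these differences, except that median scaling gave 9.98 in Xb130-/- mice at W12. With 1 array left out the Xb130+/+ means came within the range at W2 without LH7710 (9.54) and at W4 without LH7718 (8.86), and no other left-out array brought a mean within it.

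The paper reports no gene-set cluster lower in Xb130-/- mice at W12, where 7 of 46 process lists were lower by camera, 6 of them of energy metabolism, with fatty acid oxidation at adjusted p = 0.0029 and pyruvate metabolism at adjusted p = 0.00235. With an estimated correlation camera called 0 of them (0 at an unadjusted p under 0.05, 7 by fry), and with the adipocyte marker mean as a covariate, a setting beyond those fixed beforehand, 1 list was lower. The gene sets and thresholds differ, since the paper used pre-ranked GSEA on sets it does not list with stricter thresholds. The paper states that the lower expression of mitochondrial energetics tends to resolve with age, and the change of oxidative phosphorylation from W4 to W12 was toward Xb130+/+ values (adjusted p = 3.09e-04 from camera, adjusted p = 0.567 with an estimated correlation). With the skeletal muscle marker mean as a covariate its mean log2 difference was −0.21 (SE 0.04) at W4 and −0.14 (SE 0.05) at W12.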

Other observations

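The settings with marker means as covariates were chosen only after the result was seen. Some interferon-induced genes were lower in Xb130-/- thyroid glands at W2 and W4, with Rsad2, an antiviral enzyme, at −1.55 (SE 0.19) and Iigp1, an interferon-induced GTPase, at −1.44 (SE 0.23) on the log2 scale at W2, and −0.89 (SE 0.19) and −1.28 (SE 0.23) at W4 (adjusted p of at most 0.00384 from limma). Of 38 measured genes of the interferon-beta response, 16 fell, none rose and 22 did not pass limma (adjusted over the list alone, 21 lower and 0 higher) at W2, where the list mean lay below all 4 Xb130+/+ mice in 4 of 4 Xb130-/- mice (adjusted p = 2.01e-10 from camera, adjusted p = 0.12 with an estimated correlation). At W4, 11 fell, 1 rose and 26 missed the threshold of limma (15 lower and 1 higher with p adjusted over the list alone), and the list mean lay below all 4 Xb130+/+ mice in 3 of 4 Xb130-/- mice (adjusted p = 2.46e-05 from camera, adjusted p = 0.268 with an estimated correlation). At W12 this list did not pass (adjusted p = 0.087 from camera, median log2 0.07), and the test of the change from W2 to W12 gave an adjusted p of 5.38e-14 from camera and 0.207 with an estimated correlation. The mast cell proteases Mcpt4 and Cpa3 were higher at each age, with Mcpt4 at 2.41 (SE 0.30), 1.997 (SE 0.30) and 1.85 (SE 0.30) and Cpa3 at 2.36 (SE 0.29), 2.06 (SE 0.29) and 1.36 (SE 0.29) (adjusted p of at most 0.00193 from limma), and of 11 mast cell markers 6 rose, 1 fell and 4 did not pass the test of limma (7 higher and 1 lower when adjusted over the list alone) at W2. At W12 several genes of C cells, the calcitonin cells of the gland, were lower, with Scg3 and Chgb, proteins of secretory granules, at −1.39 (SE 0.09) and −1.25 (SE 0.14), Pcsk1, a prohormone convertase, at −1.36 (SE 0.10) and Gfra4, a receptor of C cells, at −0.88 (SE 0.14) (adjusted p of at most 8.26e-05 from limma), and of 10 markers 6 fell, none rose and 4 did not pass limma (adjusted over the list alone, 6 lower and 0 higher).

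Some genes of the unfolded protein response were lower at W12, with Dnajb9, a co-chaperone of the endoplasmic reticulum, at −0.65 (SE 0.16) and Ern1, a sensor of unfolded proteins, at −0.37 (SE 0.08) (adjusted p of at most 0.00676 from limma), and of 30 genes 9 fell, none rose and 21 missed the threshold of limma (12 lower and 0 higher with p adjusted over the list alone) (adjusted p = 0.0029 from camera, adjusted p = 0.414 with an estimated correlation for the list). Hbb-b1, a hemoglobin chain, and Alas2, an enzyme of heme synthesis, rose at W12, by 2.02 (SE 0.43) and 1.65 (SE 0.40) (adjusted p of at most 0.00509 from limma), and of 5 erythroid markers 3 rose, 1 fell and 1 did not pass the test of limma (4 higher and 1 lower when adjusted over the list alone), a list whose call (adjusted p = 0.0245 from camera, adjusted p = 0.466 with an estimated correlation) ended without LH7725 (adjusted p = 0.0646). Of 30 genes of lysosomal proteolysis, 15 rose, 3 fell and 12 did not pass limma (adjusted over the list alone, 15 higher and 5 lower) at W12, with Npc1, a cholesterol transporter of lysosomes, at 0.49 (SE 0.06) (adjusted p = 9.82e-06 from limma). Several elastic fiber genes were higher at W12, with Efemp1, a fibulin, at 0.83 (SE 0.08) (adjusted p = 1.88e-07 from limma), and of 25 genes 12 rose, 2 fell and 11 missed the threshold of limma (12 higher and 3 lower with p adjusted over the list alone) (adjusted p = 6.68e-06 from camera, adjusted p = 0.0917 with an estimated correlation). Genes of oxidative stress defense did not pass as a list at W12 (adjusted p = 0.087 from camera), though Srxn1 and Nqo1, targets of the oxidative stress factor NRF2, rose by 1.01 (SE 0.20) and 0.91 (SE 0.24) (adjusted p of at most 0.0106 from limma). Some thyroid hormone-responsive genes were lower at W2, with Slc16a10, a thyroid hormone transporter, at −0.75 (SE 0.15) and Thrb, a thyroid hormone receptor, at −0.54 (SE 0.13) (adjusted p of at most 0.00935 from limma), and of 21 genes 6 fell, 1 rose and 14 did not pass the test of limma (9 lower and 1 higher when adjusted over the list alone) (adjusted p = 0.00371 from camera, adjusted p = 0.12 with an estimated correlation for the list).

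The larger count of genes at W12 may follow from larger differences, since less spread between arrays there is argued against by the SD of the log2 differences less sampling variance, which was 0.354 at W12, 0.236 at W2 and 0.221 at W4, with residual SDs of 0.235, 0.206 and 0.205. A single array that widens the spread at W2 or W4 is argued against too, because the W12 count was at least 2.01 times the larger of the counts at W2 and W4 with any 1 array of those ages left out. With thymocyte, muscle and adipocyte marker means together as covariates, the genes changed at W2, genes changed at W4 and genes changed at W12 were 580, 1681 and 644, so under that setting the larger count at W12 did not hold, while with 1 of the 3 means at a time it did (3204 to 3983 at W12 against at most 2161 at W4), and different amounts of these tissues at W12 stay open. Genes called at all 3 ages were more frequent within 20 Mb of Afap1l2, 16 of 250 (6.4%) against 745 of 22934 elsewhere (3.25%), with an odds ratio of 2.04 and p = 0.0109 by a 2-sided Fisher's exact test, so strain variants around the targeted locus may account for part of the genes there. Splitting the 8 mice of an age into 2 groups of 4 in all 35 ways, 1 split, the real one, gave as many genes at W2 (highest other 301), W4 (highest other 2) and W12 (highest other 6). Each is an exact permutation p of 0.0286, the smallest that 35 splits allow, which argues against chance but cannot exclude it. As many process lists were called in 1 of 35 splits at W12 (highest other 36), again the smallest share possible, but in 2 of 35 at W2 (highest other 41) and 6 of 35 at W4 (highest other 39), where chance is not argued against for the number of lists. With an estimated correlation, as many lists as in the real split (3, 4 and 8) were called in 2 of 35 splits at W2 (highest other 11), where chance is again not excluded, and in 1 of 35 at W4 (highest other 0) and at W12 (highest other 1).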
